# TBX20 Contributes to Balancing the Differentiation of Perivascular Adipose-Derived Stem Cells to Vascular Lineages and Neointimal Hyperplasia

**DOI:** 10.3389/fcell.2021.662704

**Published:** 2021-06-02

**Authors:** Yongli Ji, Yuankun Ma, Jian Shen, Hui Ni, Yunrui Lu, Yuhao Zhang, Hong Ma, Chang Liu, Yiming Zhao, Siyin Ding, Meixiang Xiang, Yao Xie

**Keywords:** Tbx20, perivascular adipose-derived stem cells, SMC differentiation, EC differentiation, neointimal hyperplasia

## Abstract

**Background:**

Perivascular adipose-derived stem cells (PVASCs) can contribute to vascular remodeling, which are also capable of differentiating into multiple cell lineages. The present study aims to investigate the mechanism of PVASC differentiation toward smooth muscle cells (SMCs) and endothelial cells (ECs) as well as its function in neointimal hyperplasia.

**Methods:**

Single-cell sequencing and bulk mRNA sequencing were applied for searching key genes in PVASC regarding its role in vascular remodeling. PVASCs were induced to differentiate toward SMCs and ECs *in vitro*, which was quantitatively evaluated using immunofluorescence, quantitative real-time PCR (QPCR), and Western blot. Lentivirus transfections were performed in PVASCs to knock down or overexpress TBX20. *In vivo*, PVASCs transfected with lentivirus were transplanted around the guidewire injured femoral artery. Hematoxylin–eosin (H&E) staining was performed to examine their effects on neointimal hyperplasia.

**Results:**

Bulk mRNA sequencing and single-cell sequencing revealed a unique expression of TBX20 in PVASCs. TBX20 expression markedly decreased during smooth muscle differentiation while it increased during endothelial differentiation of PVASCs. TBX20 knockdown resulted in the upregulation of SMC-specific marker expression and activated Smad2/3 signaling, while inhibiting endothelial differentiation. In contrast, TBX20 overexpression repressed the differentiation of PVASCs toward smooth muscle cells but promoted endothelial differentiation *in vitro*. Transplantation of PVASCs transfected with TBX20 overexpression lentivirus inhibited neointimal hyperplasia in a murine femoral artery guidewire injury model. On the contrary, neointimal hyperplasia significantly increased in the TBX20 knockdown group.

**Conclusion:**

A subpopulation of PVASCs uniquely expressed TBX20. TBX20 could regulate SMC and EC differentiation of PVASCs *in vitro*. Transplantation of PVASCs after vascular injury suggested that PVASCs participated in neointimal hyperplasia via TBX20.

## Introduction

Adipose tissue is important for cardiovascular homeostasis. Adipose tissue is initially thought as an organ for energy storage but was recently discovered to be rich in adipose-derived stem cells (ASCs). These cells express the surface markers of adult mesenchymal stem cells and can give rise to multiple lineages, such as cardiomyocytes, endothelial cells, smooth muscle cells, osteoblasts, chondrocytes, and adipocytes (Gimble et al., 2007; Bunnell et al., 2008). Previous studies mainly focused on subcutaneous and abdominal adipose tissue and their inner ASCs for their easy access and abundance in number (Pitrone et al., 2017). Little attention has been paid to characterizing the resident stem cells in perivascular adipose tissue (PVAT), named PVASCs. PVAT locates outside the adventitial layer of systemic blood vessels except cerebral vessels and participates in regulating vascular function (Rajsheker et al., 2010). In a murine femoral artery guidewire injury model, transplantation of PVAT accelerated neointimal hyperplasia whereas subcutaneous adipose tissue inhibited neointimal hyperplasia (Manka et al., 2014). Gu et al. (2019) demonstrated that PVASCs transferred to the perivascular side of grafted vein could migrate to neointima and subsequently differentiate into SMCs. Pan et al. (2019) confirmed that PVASCs from old mice could aggravate neointimal hyperplasia compared to those from the young in a murine guidewire femoral artery injury model. However, the mechanism of PVASCs differentiation toward SMCs is still unclear.

The differentiating capacity of ASCs from other depots toward ECs and SMCs *in vitro* has been verified (Ma et al., 2017; Arderiu et al., 2019). SMC differentiation is associated with a high expression of SMC-specific proteins, such as smooth muscle α-actin (α-SMA), Calponin, and SM22α (Mack, 2011). Transforming growth factor-β1 (TGF-β1) was commonly applied for SMC differentiation in multiple pluripotent stem cells (Owens, 1995). In the Smad-dependent signaling pathway, TGF-β1 activates the TGF-β receptor, leading to the phosphorylation of Smad2/3. The phosphorylated Smad2/3 forms a complex with Smad4 and translocates to the nucleus, subsequently modulating target gene expression (Derynck and Zhang, 2003). ECs are generally identified through a variety of specific markers, such as CD31, VE-cadherin, VEGFR1, and VEGFR2. Increasing evidence indicated that ASCs from other depots could give rise to ECs *in vitro* and had proangiogenic effects in the hindlimb ischemia model (Planat-Benard et al., 2004; Hutchings et al., 2020). However, the differentiation of PVASCs toward ECs has not been investigated yet.

TBX20 is a crucial transcription factor for the heart, eyes, ventral neural tube, and limbs during embryonic development. Its deficiency could cause congenital heart disease (Meins et al., 2000). In humans, mutations in TBX20 were associated with a complex spectrum of developmental abnormalities, including defects in septation, chamber growth, and cardiomyopathy (Kirk et al., 2007). TBX20 knockout in mice results in embryonic lethality around E10.5 (Stennard et al., 2005). Overexpression of TBX20 in adult cardiomyocytes promoted proliferation and improved the myocardial infarction outcomes in mice (Xiang et al., 2016). TBX20 overexpression enhanced cardiomyogenic differentiation and inhibited osteogenic differentiation in human subcutaneous adipose-derived MSCs (Neshati et al., 2018; Mollazadeh et al., 2019). In endothelial cells, TBX20 upregulated peroxisome proliferator-activated receptor-γ, suppressed the generation of reactive oxygen species, and decreased the expression of adhesion molecules in response to oxidized low-density lipoproteins (Shen et al., 2013). In zebrafish endothelial development, transient knockdown of TBX20 impaired angiogenesis (Meng et al., 2018).

Our bulk RNA-seq confirmed that PVASCs uniquely expressed TBX20. Single-cell RNA-seq analysis revealed a unique subpopulation of PVASCs which highly expressed TBX20. These findings led us to investigate its role in PVASCs. In the present study, we verified that TBX20 expression significantly changed during PVASC differentiation toward SMCs and ECs. Furthermore, we confirmed that TBX20 regulated both SMC and EC differentiation simultaneously *in vitro*. In a mouse femoral artery guidewire injury model, overexpression of TBX20 in PVASCs decreased neointimal hyperplasia after vascular injury. These findings highlighted the importance of TBX20 for PVASC differentiation and vascular neointimal hyperplasia.

## Materials and Methods

### Experimental Animals

All animal experiments were approved by the Animal Ethics Committee of Zhejiang University in accordance with the Guide for the Care and Use of Laboratory Animals. C57/BL6 mice were purchased from Shanghai Model Organisms Center. All animals were fed a chow diet in a 12-h light/dark environment at 25°C in the Animal Care Facility of the Second Affiliated Hospital, Zhejiang University School of Medicine.

### Isolation and Culture of Adipose-Derived Stem Cells

ASCs were isolated from mouse subcutaneous, abdominal, and perivascular adipose tissue, as described previously (Gu et al., 2019). Briefly, adipose tissue was cut into 1-mm^3^ small pieces, which was then digested with 2 mg/mL collagenase type I (Gibco) and 1 mg/mL Dispase II (Sigma) in Hanks’ balanced salt solution (HBSS) at 37°C for 30–45 min with occasional vortex. The digestion was stopped by DMEM/F12 with 10% FBS and subsequently passed through a 100-μm filter followed by a centrifugation at 300 g for 5 min. Cell precipitates were resuspended in a stem cell culture medium as the following: Minimal Essential Medium-α (Gibco) with 15% fetal bovine serum (Gibco), 10 ng/mL recombinant human leukemia inhibitory factor (Sigma), 5 ng/mL recombinant human FGF (R&D), 2 mmol/L L-glutamine (Sigma), 100 U/mL penicillin, and 100 mg/mL streptomycin (Gibco); they were then incubated in a 5% CO_2_ incubator. The cells were passaged at a ratio of 1:3 every 2 or 3 days. The medium was refreshed every 2 days.

### Cell Identification

PVASCs at passages 3–6 were analyzed using a fluorescence-activated cell sorter (FACS). Briefly, cells were incubated for 30 min at 4°C with the following antibodies: Sca1-Percp (abcam); CD105-FITC (abcam); CD90 (Invitrogen); CD45-FITC (abcam); and CD31-PE (BD Biosciences). The cells without any staining were served as blank. Flow cytometry was performed on a BD flow cytometer. FCS files were exported and analyzed using FlowJo V10 software.

The adipogenic differentiation medium, chondrogenic differentiation medium, and osteogenic differentiation medium were purchased from CHEM. PVASCs were seeded on gelatin-coated plates and then cultured with a specific differentiation medium and maintained for 2 weeks. The medium was changed every 3 days. After 2 weeks, cells were stained with Alcian Blue, Oil red O, or Alizarin Red S(CHEM) following the manufacturers’ instructions, respectively, to assess adipogenic, chondrogenic, and osteogenic differentiation.

PVASCs are positive for Sca1, CD90, and CD105 and negative for CD45 and CD31 (Supplementary Figures 1A,B). PVASCs were capable of differentiating into adipocytes, chondrocytes, and osteoblasts, respectively (Supplementary Figures 1C–E).

### Cell Differentiation

PVASCs from passages 3 to 6 were used for this study. For smooth muscle differentiation, 5 ng/mL Recombinant Mouse TGF-β1 (R&D) was added to induce the cell differentiation. For endothelial cell differentiation, cells were cultured in EGM-2 medium (EGM-2 Bullet kit; Lonza) enriched with growth factors such as VEGF (vascular endothelial growth factor), FGF (fibroblast growth factor), EGF (epidermal growth factor), IGF-1 (insulin-like growth factor), ascorbic acid, hydrocortisone, and heparin, according to instruction provided by the medium manufacturers. Differentiated cells were analyzed by QPCR, Western Blot, and immunofluorescence within 7 days.

### Lentiviral Vector Transduction

Lentiviruses containing full-length cDNA of TBX20 (LV-TBX20) or negative control viruses (LV-NC) were constructed by GeneChem (Shanghai, China). Lentiviral particles containing shRNA against TBX20 (sh-TBX20) or scramble shRNA (sh-scramble) were prepared by GeneChem (Shanghai, China). The lentiviruses were transfected into PVASCs with MOI 50, according to the manufacturer’s protocol. The efficiency of lentiviruses was verified by QPCR and Western Blot analysis after 72 h.

### Western Blot

Protein was extracted from ASCs using RIPA lysis buffer (Beyotime) and then was quantified using a BCA Protein Assay Kit (Thermo Fisher). Ten to fifty microgram of each protein sample was separated via SDS-PAGE and electro-transferred onto PVDF membranes. Following blockade with PBST containing 5% BSA, the membranes were incubated with the following primary antibodies overnight at 4°C: anti-β-Actin (Santa Cruz); anti-TBX20 (sigma); anti-α-SMA (abcam); anti-Calponin (abcam); anti-SM22α (abcam); anti-Smad2 (HuaBio); anti-Smad3 (HuaBio); anti-phospho-Smad2 (HuaBio); anti-phospho-Smad3 (HuaBio); anti-CD31 (HuaBio); anti-VE-cadherin (R&D); and anti-VEGFR1 (HuaBio). The membranes were then washed four times with Tris-buffered saline/0.5% Tween-20 and incubated at 37°C for 1 h with the secondary antibodies (1:3,000; Thermo Fisher). Antigen and antibody complexes were detected by using an ECL Kit (Millipore). Immunoblots were quantified using Image Lab (version 6.0) software.

### Quantitative Real-Time PCR

Total RNA was extracted from cells using the TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. One thousand nanograms of total RNA was used for each reaction of reverse transcription by using PrimeScript RT reagent Kit (Takara) and then subjected to real-time PCR using TB Green Premix Ex Taq II (Tli RNase H Plus) kits (Takara) on an Applied Biosystems 7500 Fast Real-Time PCR System (ABI). Each sample was performed in triplicate, and all results were normalized to the expression of being normalized to β-actin (ACTIN). Data was analyzed using the 2^–ΔΔCt^ method against β-actin. Results were expressed as fold changes compared to the control. 

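The primer pairs of Supplementary Table 1 were matched to the mouse transcripts of GENCODE M21 on GRCm38, requiring both primers to match exactly in the same transcript. The pair named TBX20, AAACCCCTGGAACAATTTGTGG and CATCTCTTCGCTGGGGATGAT, matched 3 of the 5 transcripts of Tbx20 and no other gene. Tbx20 lies on the minus strand of chromosome 9. In the longest of its transcripts, which has 8 exons, the forward primer spans the junction of exons 1 and 2 and the reverse primer lies in exon 2. The product is 171 bases of coding sequence, between 24770769 and 24773728 on the chromosome. Its sequence is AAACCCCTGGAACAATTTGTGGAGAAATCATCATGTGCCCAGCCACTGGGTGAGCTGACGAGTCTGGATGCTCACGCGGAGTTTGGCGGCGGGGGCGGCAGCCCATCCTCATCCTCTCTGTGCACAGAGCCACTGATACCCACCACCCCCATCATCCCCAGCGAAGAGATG. The products of the pairs for the SMC markers were 101 bases from exons 3 and 4 of Acta2 (α-SMA), 140 bases from exons 4 and 5 of Tagln (SM22α) and 161 bases from exons 1 and 2 of Cnn1 (Calponin). Among the EC markers, the product was 246 bases for Pecam1 (CD31) and 142 bases for Kdr (VEGFR2). The pair for VE-cadherin gave 264 bases within the single exon 3 of Cdh5, so this product does not cross an intron. For VEGFR1, the forward primer matched 1 transcript of Flt1, whereas the reverse primer matched no Flt1 transcript exactly, and its best site there had 2 mismatches.

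**Figure D1:**
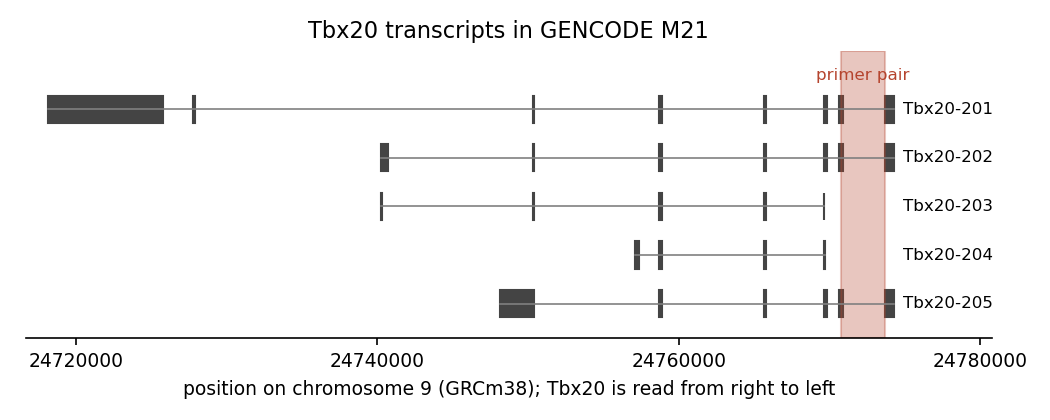
Map of the 5 Tbx20 transcripts on chromosome 9 of GRCm38, with position in bases on the horizontal axis and exons as dark boxes. The red band marks the product of the primer pair, from 24770769 to 24773728, which covers the junction of exons 1 and 2 in the 3 transcripts that hold both primers.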

The sequences of PCR primers were listed in Supplementary Table 1.

### Immunofluorescence Staining

Cells were fixed with 4% paraformaldehyde for 15 min at room temperature and permeabilized with 0.05% Triton X-100 for 10 min. Then, cells were stained with the following primary antibodies overnight at 4°C: α-SMA, Calponin, SM22α, CD31, VEGFR1, and VEGFR2. After washing with PBS for three times (5 min each), the cells were stained with secondary antibodies (Life Tech; Alexa Fluor 488) diluted 1:500 in PBS. Nuclei were stained with DAPI (Sigma). Images were acquired using a fluorescence confocal microscope (Leica).

### 5-Ethynyl-20-Deoxyuridine (EdU) Cell Proliferation Assay

Cells were seeded on a 24-well plate and cultured overnight. The 5-ethynyl-20-deoxyuridine agent (EdU, Beyotime, Shanghai, China) was added to each well and allowed 2 h for incorporation. The cells were fixed in 4% PFA for 20 min and washed three times with PBS containing 3% bovine serum albumin (BSA). The cells were incubated in PBS containing 0.3% Triton X-100 for 15 min, followed by BSA-containing PBS washes three times. The cells were stained with 5 μg/mL Hoechst 33342 at room temperature for 10 min and washed three times with PBS.

### CCK-8 Assay

Cells were counted 24 h after adhering to the 96-well plate. The original culture medium was replaced with 100 μL fresh culture medium containing 10 μL CCK-8 reagent (Beyotime, Shanghai, China) and continued to culture for 2 more hours. The optical density (OD) at 450 nm was measured using an automatic plate reader (Bio-Rad, United States), which was used to determine cell proliferation.

### Migration Assay

Migration of PVASCs was assessed by wound-healing scratch. Cells were seeded into six-well plates to confluence for 24 h. Then, an 800-μm tip was used to produce a uniform linear scratch in the center of the wells. The images of cell migration across the wound were captured at 0 h and 24 h using a microscope with a digital camera.

### Murine Femoral Artery Guidewire Injury Model and Cell Transplantation

The procedure used for this model is well-established based on our own previous work (Xie et al., 2017). Briefly, male mice were anesthetized with an intraperitoneal injection of pentobarbital sodium. An arteriotomy was performed in the epigastric branch of both sides of the femoral arteries. A 0.014’ guide wire (Hi-Torque, Cross IT 200 XT) was penetrated into the femoral artery and subsequently pulled back and forth three times, resulting in endothelial denudation. The femoral artery was ligated after the retreat of a guidewire. Sham injury without guidewire injury was regarded as negative control. All successful models were transplanted with PVASCs (sh-scramble, sh-TBX20, LV-NC, LV-TBX20). 1 × 10^6^ cells were suspended in 30 μL Matrigel, which was applied at the adventitial side of the injured femoral artery. Twenty-eight days after cell transplantation, the animals were sacrificed and histologically examined.

### Histology

The injured femoral arteries were carefully harvested 4 weeks post operation. Samples were subsequently embedded in paraffin and cut into 4-μm-thick sections. The sections were then stained with hematoxylin and eosin (H&E) to analyze the neointimal areas and intima/media (I/M) ratios.

### Single-Cell RNA-Sequencing Analysis

The single-cell RNA-seq dataset was obtained from Professor Pingjin Gao. Detailed information of this dataset can be found in the article named “Perivascular adipose tissue-derived stromal cells contribute to vascular remodeling during aging” (Pan et al., 2019). The Seurat V3 on RStudio was applied to perform single-cell analysis for cell clustering, differential gene expression analysis, and gene expression visualization. In terms of the analysis procedure, the data was filtered by standard Seurat functions of nFeature_RNA, nCount_RNA, and percent.mt (Supplementary Figures 2A–G). The data was then further refined by functions including NormalizeData(), FindVariableFeatures(), RunPCA(), RunTSNE(), and FindAllMarkers() in Seurat package. The data of single-cell analysis of the aorta was extracted from “Atheroprotective roles of smooth muscle cell phenotypic modulation and the TCF21 disease gene as revealed by single-cell analysis” from Nature Medicine 2 (GSE131778).

### RNA Sequence Analysis

Bulk mRNA sequencing was performed by Novogene company. Subcutaneous, abdominal, and perivascular adipose-derived stem cells at passages 3–6 were harvested for the following sequencing. Subsequent analysis was achieved by applying RStudio. Pearson analysis, box plot, PCA plot, and violin plot of FPKM were performed for quality control (Supplementary Figures 2H–K).

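FPKM was calculated here from the deposited counts, the listed gene length and the library total, and libraries were compared on log2(FPKM + 1) over all 54532 genes. Squared Pearson correlations are across genes, which are not independent replicates. Within groups, the median over the 3 pairs of libraries was 0.993 for PVASCs, 0.989 for Ab-ASCs and 0.992 for Sub-ASCs. Between groups, the median over 9 pairs was 0.964 for PVASCs and Ab-ASCs (0.953 to 0.966), 0.872 for PVASCs and Sub-ASCs (0.871 to 0.872) and 0.863 for Ab-ASCs and Sub-ASCs (0.852 to 0.866). Every pair from different groups was less similar than every pair within a group, of which the lowest was 0.987. The correlations moved most when only genes with enough reads for testing were used, to 0.746 for PVASCs and Sub-ASCs. In a principal component analysis of the same values, the first component held 76.3% of the variance and parted Sub-ASC libraries, at 83.1 to 84.6, from Ab-ASC and PVASC libraries, at -45.6 to -39.2. The second component held 16.2% and parted Ab-ASC libraries (27.3 to 40.3) from PVASC libraries (-34.5 to -33.7), with Ab-ASC replicate 1 at the upper end.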

### Statistical Analysis

The number of replications applied in each respective experiment is displayed in each figure individually. All the results are presented as mean ± SEM. T-student test was used between two groups, and ANOVA was used among more than two experimental groups. Values of *P* < 0.05 were considered to be significant.

## Results

### TBX20 Expressed Highly in Perivascular Adipose-Derived Stem Cells

Previous publications demonstrated the anatomical, physiological, cellular, clinical, and prognostic differences among adipose tissues present in subcutaneous areas, abdominal cavity, and outside the adventitial layer of artery (Rittig et al., 2012). Thus, we investigated the difference of ASCs from subcutaneous adipose tissue, abdominal adipose tissue, and perivascular adipose tissue at transcriptional expression. 

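ASCs were isolated by the authors from mouse subcutaneous (Sub-ASC), abdominal (Ab-ASC) and perivascular (PVASC) adipose tissue, and cultures at passages 3 to 6 were harvested for sequencing of mRNA. Each group had 3 libraries. The authors deposited raw counts, the number of reads counted on each gene, for 54532 mouse genes with their Ensembl identifiers. The paper's text does not name the genome build or the software used for counting. For 98.3% of the genes, the listed start and end were those of GENCODE M21 on GRCm38. Reads counted per library ranged from 27136829 to 29881036 in PVASCs (median 28743160), from 20524173 to 23832828 in Ab-ASCs (median 23613129) and from 23781019 to 26872579 in Sub-ASCs (median 25951317). No read was counted on 23735 of the genes in any of the 9 libraries. The counts were scaled by library size with edgeR's TMM method and are given as CPM. At these depths 3 reads, the smallest count taken as measurable, correspond to 0.0917 to 0.161 CPM, depending on the library. Such limits cover counting error only, since reads are not independent molecules. The 16526 genes kept by edgeR's filterByExpr were tested with all 9 libraries in a single fit. The paper does not state whether same-numbered cultures came from the same mice, and no pairing was modelled. Nor does the paper state whether the 3 libraries of a group came from separate mice or isolations. The p-values and SDs given here therefore measure spread among libraries, which need not be spread among mice. edgeR's common biological coefficient of variation among replicates was 3.85% in PVASCs, 5.70% in Sub-ASCs and 12.4% in Ab-ASCs.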

Here, we performed bulk RNA-Seq assay for the above three kinds of ASCs. A heatmap of differentially expressed genes (DEGs) indicated significant variances among PVASCs, Ab-ASCs, and Sub-ASCs (Figure 1A). 

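By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05, 13973 genes differed among the 3 groups, which is 84.6% of the genes tested. No fold-change cutoff was applied, and the paper's text names none. Between PVASCs and Sub-ASCs there were 11628 DEGs, of which 5735 were higher and 5893 lower in PVASCs. Between PVASCs and Ab-ASCs there were 9396 DEGs, with 4088 higher and 5308 lower in PVASCs. The comparison of Ab-ASCs with Sub-ASCs gave 12442 DEGs, with 6111 higher and 6331 lower in Ab-ASCs. A cutoff on the absolute log2 fold change of at least 1 moved these numbers most. It left 7492 genes among the 3 groups, 5328 between PVASCs and Sub-ASCs, 2551 between PVASCs and Ab-ASCs and 6241 between Ab-ASCs and Sub-ASCs. With this cutoff, the balance between PVASCs and Ab-ASCs changed to 1673 higher and 878 lower in PVASCs. With the replicate number as a block, the DEGs were 13814 among the 3 groups, 11458, 9183 and 12302 in the same order of pairs. Deviations of same-numbered libraries had mean correlations across genes of 0.00214, -0.0623 and 0.0849 in these pairs. Single correlations ranged from -0.0216 to 0.0442 for PVASCs and Sub-ASCs and from -0.128 to -0.0267 for PVASCs and Ab-ASCs. There the numbering carried little shared variation. For Ab-ASCs and Sub-ASCs they ranged from -0.266 to 0.410, so the small mean cannot show this for that pair. From the heatmap of DEGs, the paper states that the 3 kinds of ASCs vary significantly.

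**Figure D2:**
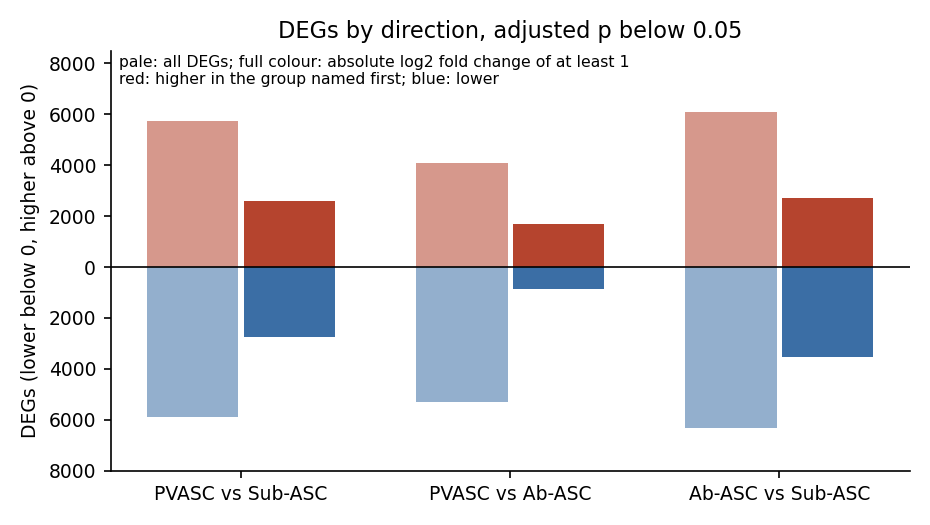
Number of DEGs in each comparison, with genes higher in the group named first above 0 (red) and lower genes below 0 (blue). Pale bars show all DEGs and full bars those with an absolute log2 fold change of at least 1, for which PVASCs against Ab-ASCs had 1673 higher and 878 lower.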

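Expression in a single group was first counted as detection, with reads summed over the 3 libraries of each group and at least 1 read required. Of the 30797 genes with any read, 22271 were detected in all 3 groups. There were 1942 genes detected only in PVASCs, 949 only in Ab-ASCs and 1844 only in Sub-ASCs. PVASCs and Sub-ASCs alone shared 1721 genes, PVASCs and Ab-ASCs 1427, and Ab-ASCs and Sub-ASCs 643. Most of the genes detected in a single group had few reads. The reads of such a gene over its 3 libraries had a median of 1 in PVASCs, 1 in Ab-ASCs and 2 in Sub-ASCs. Fewer than 10 reads were counted for 97.4% of those in PVASCs, 99.4% of those in Ab-ASCs and 87.3% of those in Sub-ASCs. A requirement of a mean of at least 1 CPM moved the numbers most for PVASCs and Ab-ASCs, to 403 and 140 genes. For Sub-ASCs, the restriction to protein-coding genes did so, to 460. The limit of 1 CPM applied to every group, so genes with reads below it in the other groups were counted too. In a second count, a gene had to be significantly higher in a group than in both other groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This held for 1691 genes in PVASCs, 3448 in Ab-ASCs and 4742 in Sub-ASCs. Of the genes detected in a single group, only 9 in PVASCs, 1 in Ab-ASCs and 55 in Sub-ASCs had enough reads to be tested. With an absolute log2 fold change of at least 1 in both comparisons, 674 genes were higher in PVASCs, 409 in Ab-ASCs and 2214 in Sub-ASCs, which reverses the order of PVASCs and Ab-ASCs.

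**Figure D3:**
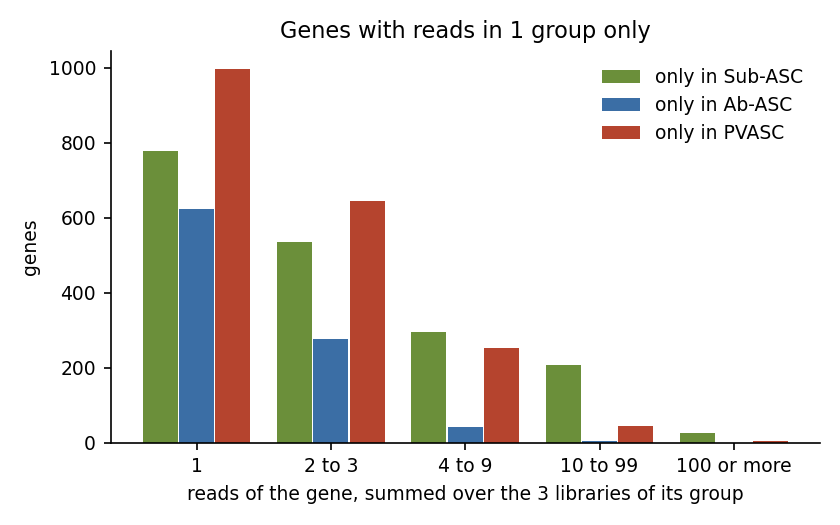
Genes detected in a single group, by the reads of the gene summed over the 3 libraries of that group, with the number of genes on the vertical axis. A single read was counted for 996 of the genes in PVASCs, 623 in Ab-ASCs and 778 in Sub-ASCs, and 4, 0 and 27 genes had 100 reads or more.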

A total of 1,942 genes were expressed particularly in PVASCs, 949 genes in AB-ASCs, and 1,844 genes in Sub-ASCs (Figure 1B). The top 10 most distinct genes were plotted in the heatmap (Figure 1C). 

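Of the 10 genes that Figure 1C shows high in each group, 10 were significantly higher in PVASCs than in both other groups, 6 in Ab-ASCs and 10 in Sub-ASCs, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gm10800, Nr5a1, AU023762 and Gm2774, shown high in Ab-ASCs, had too few reads to be tested. Gm10800 had 106, 50 and 5 reads in the Ab-ASC libraries, a spread as wide as its mean, and at most 1 read in any other library. Without a low-count filter, all 10 genes of Ab-ASCs were called. Genes were then ranked in each group by the smaller of their log2 fold changes against the other groups. The first 10 genes of this ranking held 7 of those in Figure 1C for PVASCs, 6 for Ab-ASCs and 8 for Sub-ASCs. In Ab-ASCs, Myl7 and Ppbp were at 0.675 ± 0.0339 CPM and 2.94 ± 0.503 CPM (SD, n = 3). In Sub-ASCs, Gbp10 and Gbp11, guanylate-binding protein genes on chromosome 5, ranked first and second at 102 ± 9.71 CPM and 60.4 ± 5.01 CPM (SD, n = 3), with 0 reads in the other 6 libraries. Cxcl9 followed at 459 ± 30.8 CPM (SD, n = 3), at least 4512-fold higher than in PVASCs and at least 2849-fold higher than in Ab-ASCs. Gbp4 overlaps other Gbp genes on the same strand, so reads in the overlap cannot be assigned to a single gene.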

Among all DEGs, TBX20 raised our interest, which was highly expressed in PVASCs and previously reported to be involved with endothelial development and angiogenesis (Meng et al., 2018). 

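Tbx20 (ENSMUSG00000031965) is a protein-coding gene on the minus strand of chromosome 9, from 24718138 to 24774303 on GRCm38. In the 3 PVASC libraries 394, 351 and 361 reads were counted on Tbx20, or 11.8 ± 0.291 CPM (SD, n = 3). Its FPKM in these libraries was 1.10, 1.08 and 1.05. No read was counted on Tbx20 in the 3 Ab-ASC or the 3 Sub-ASC libraries, so its expression was below 3 reads per library there. Set against this limit, Tbx20 was at least 91.7-fold higher in PVASCs than in Sub-ASCs and at least 73.3-fold higher than in Ab-ASCs. The fitted log2 fold change was 11.25 against Sub-ASCs and 11.25 against Ab-ASCs. Its size rests on edgeR's prior count, since 0 reads in the other groups set no upper limit on the fold. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 1.15e-08 against Sub-ASCs and 6.29e-08 against Ab-ASCs. Under DESeq2, which moved the fitted log2 fold changes most, they were 10.66 and 10.43. A difference between Ab-ASCs and Sub-ASCs was not detectable at this depth, and no fold is given. Of all genes, the paper chose TBX20 for its high expression in PVASCs and an earlier report on its part in endothelial development and angiogenesis.

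**Figure D4:**
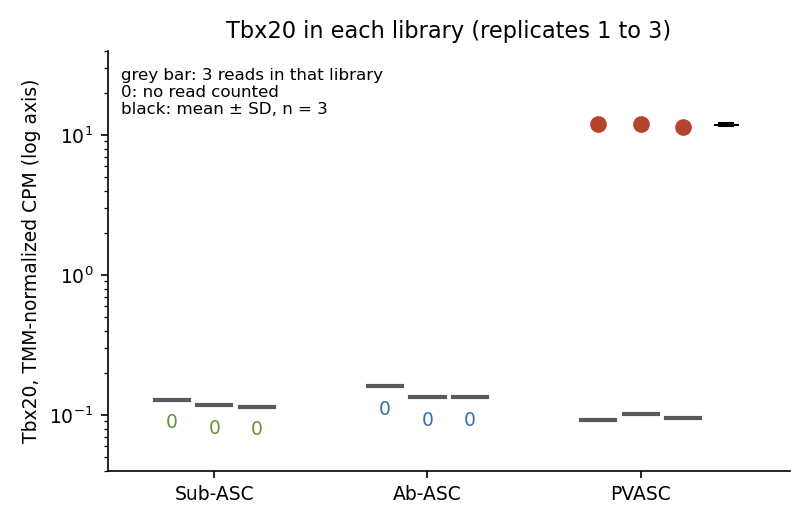
TMM-normalized CPM of Tbx20 on a log axis in each library, with points for libraries with reads, a 0 where no read was counted, and the mean and SD of the 3 PVASC libraries in black. Grey bars mark the value of 3 reads in each library, between 0.0917 and 0.161 CPM, and the PVASC libraries sit between 11.5 and 12.0 CPM.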

Quantitative real-time polymerase chain reaction (Figure 1D) and Western Blot (Figure 1E) validated such unique higher expression of TBX20 in PVASCs.

**FIGURE 1:**
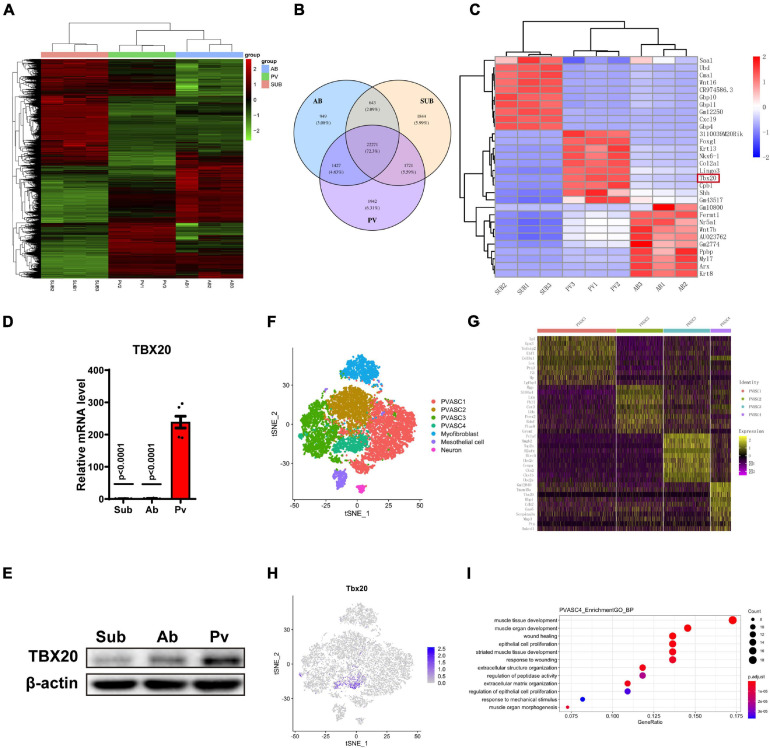
TBX20 expressed highly in perivascular adipose-derived stem cells. **(A,B)** Bulk mRNA sequencing of subcutaneous (Sub), abdominal (Ab), and perivascular (Pv) ASCs. **(C)** Top 10 differentially expressed genes among subcutaneous, abdominal, and perivascular ASCs. **(D)** QPCR of TBX20 among subcutaneous, abdominal, and perivascular ASCs. **(E)** Western Blot of TBX20 among subcutaneous, abdominal, and perivascular ASCs. **(F–I)** Single-cell RNA-seq predicts the effect of TBX20 on capacities of PVASCs. **(F)** T-SNE map showing four subpopulations of PVASCs. **(G)** Heatmap displayed the expression of top 10 differential genes for four clusters. **(H)** Individual t-SNE visualization of TBX20 displayed the respective TBX20^+^ subpopulation. **(I)** Geno ontology analysis represented the biological process for PVASC4.

### TBX20 May Be Involved in the Differentiation of PVASCs to SMCs and ECs

To further explore the characteristics of PVASCs, we analyzed single-cell RNA-seq data of PVASCs from a previous publication (Pan et al., 2019). The T-SNE map showed four subpopulations of PVASCs (Figure 1F and Supplementary Figure 3A). The heatmap of the top 10 DEG further displayed PVASCs’ heterogeneity, among which TBX20 was uniquely expressed in PVASCs’ subpopulation 4 (Figures 1G,H). GO analysis further inferred that PVASC4 was the only subpopulation involved in both muscle development and epithelial cell proliferation, all of which contributed to vascular remodeling (Figure 1I and Supplementary Figures 3B–D). The Panther pathway confirmed that TGF-beta, FGF, Wnt, and integrin signaling pathways were among the top five correlated pathways (Supplementary Figure 3E), all of which were closely related to vascular remodeling.

Taking the analysis results and previous publications together, we hence doubted whether TBX20 regulated EC or SMC differentiation of PVASCs. To confirm this hypothesis, PVASCs were treated with TGF-β1 (5 ng/mL) for 1, 3, and 7 days to induce SMC differentiation as previously described (Gu et al., 2019). SMC differentiation was confirmed by immunofluorescence staining (Figure 2A). As shown in Figures 2B,C, both the protein and mRNA levels of SMC differentiation-specific markers, α-SMA, SM22, and Calponin, were significantly increased in response to TGF-β1 with the decreased TBX20 expression in a time-dependent manner.

**FIGURE 2:**
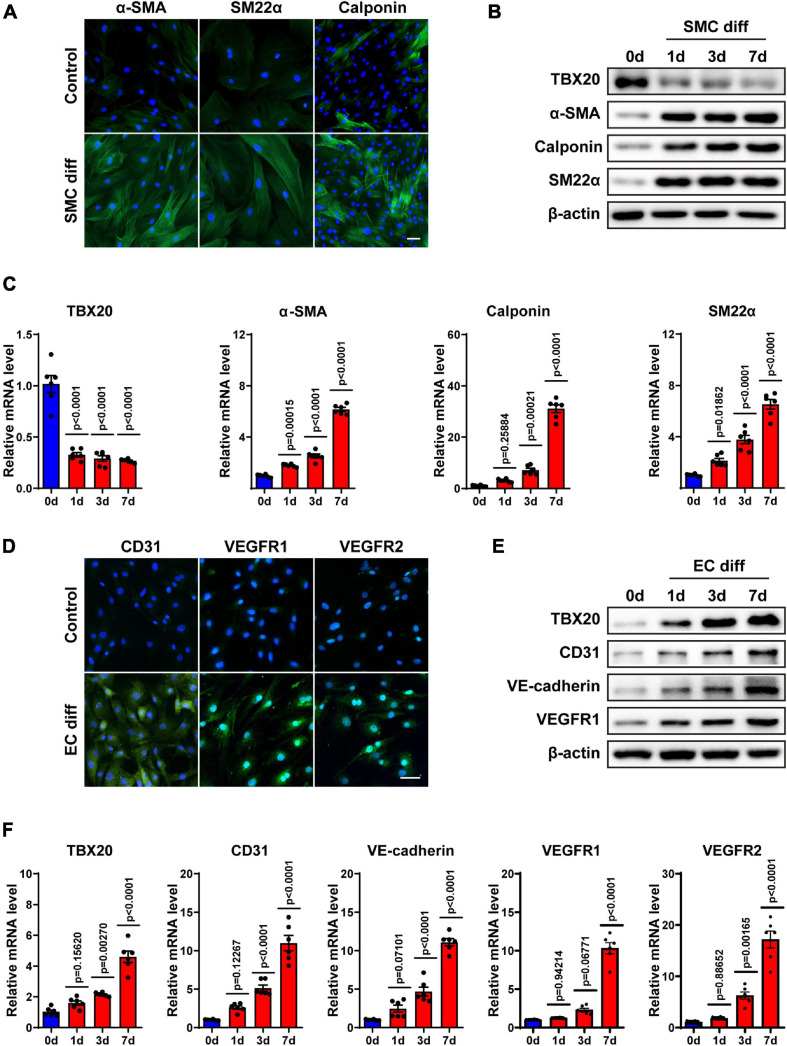
TBX20 may play a role in the differentiation of PVASCs to SMCs and ECs. **(A)** PVASCs were treated with or without TGF-β1 (5 ng/mL) for 7 days. Immunofluorescent staining showed the upregulation of SMC markers. **(B,C)** PVASCs were cultured in SMC differentiation medium for 0, 1, 3, and 7 days. Western Blot analysis and QPCR analysis of TBX20, α-SMA, SM22α, and calponin. **(D)** PVASCs were cultured in the control medium or EGM-2 medium for 7 days. Immunofluorescent staining of EC markers showed upregulation in differentiated PVASCs toward endothelial cells. **(E,F)** PVASCs were cultured in the EGM-2 medium for 0, 1, 3, and 7 days. Western Blot analysis and QPCR analysis of TBX20, CD31, VE-cadherin, VEGFR1, and VEGFR2. Scale bar = 100 μm. Cell nuclei were stained with DAPI.

For EC differentiation, PVASCs were induced in the EGM-2 medium for 1, 3, and 7 days. To confirm the endothelial phenotype, the induced cells were harvested and analyzed for EC-specific markers (CD31, VEGFR1, VEGFR2) by immunofluorescence staining (Figure 2D). Real-time PCR and Western Blot showed that levels of EC markers such as CD31, VE-cadherin, VEGFR1, and VEGFR-2 were significantly increased in the differentiated cells (Figures 2E,F). Along with EC markers, in contrast to SMC differentiation, expression of TBX20 was upregulated during EC differentiation.

The above data proved that PVASCs could give rise to vascular lineages *in vitro*, establishing a theoretical foundation for its participation in vascular remodeling *in vivo*. Interestingly, the expression of TBX20 was opposite in SMC and EC differentiation from PVASCs, which drove us to the following experiments.

### Knockdown of TBX20 Improved SMC Differentiation and Inhibited EC Differentiation

To determine whether TBX20 regulated cell differentiation, PVASCs were infected with lentivirus-expressing shRNA sequences of TBX20 or sh-scramble (control) sequence. The efficiency of knockdown for TBX20 was confirmed by Western Blot and QPCR analysis (Figures 3A,B). We then treated control (sh-scramble) and TBX20 knockdown (sh-TBX20) PVASCs with TGF-β1 to induce SMC differentiation. Both mRNA and protein levels of α-SMA, SM22α, and Calponin were markedly increased in sh-TBX20 PVASCs (Figures 3C,D), indicating that TBX20 knockdown promoted SMC differentiation. On the contrary, after EC differentiation for 7 days, the mRNA levels and protein expressions of EC markers (CD31, VE-cadherin, VEGFR1 and VEGFR2) significantly declined upon the inhibition of TBX20 (Figures 3E,F).

**FIGURE 3:**
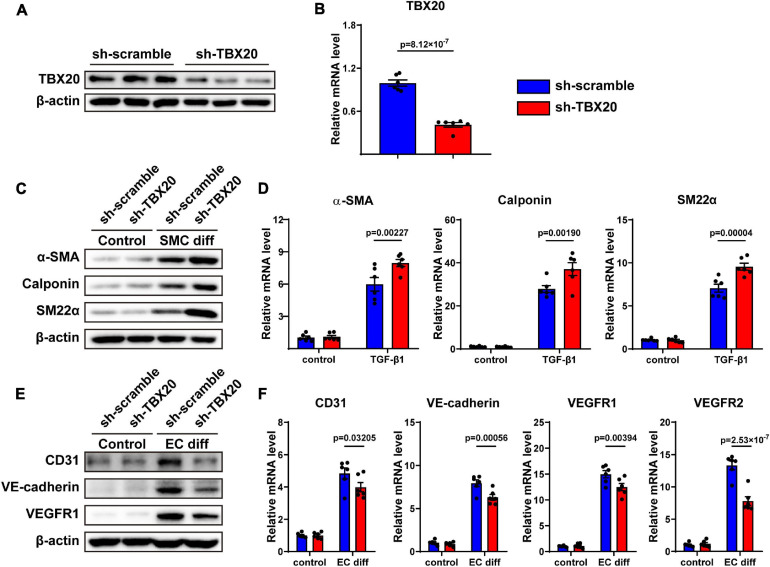
Knockdown of TBX20 improved SMC differentiation and inhibited EC differentiation. **(A,B)** TBX20 level was significantly downregulated after shRNA TBX20 transfection, determined with Western Blot **(A)** and QPCR **(B)**. **(C,D)** Transfection of PVASCs with sh-TBX20 lentivirus improved the level of SMC markers as shown by Western Blot **(C)** and QPCR **(D)**. **(E,F)** Transfection of PVASCs with sh-TBX20 lentivirus inhibited the level of EC markers as shown by Western Blot **(E)** and QPCR **(F)**.

To further investigate whether TBX20 was involved in other cell biological processes, we also performed assays for cell migration and proliferation, both of which played crucial roles in vascular remodeling. However, we found that knockdown of TBX20 did not affect migration and proliferation of PVASCs (Supplementary Figures 4A–E). In summary, TBX20 acted oppositely and regulated the cell differentiation of both SMC and EC from PVASCs.

### Overexpression of TBX20 Suppressed SMC Differentiation and Promoted EC Differentiation

To further investigate whether TBX20 was involved in SMC and EC differentiation, PVASCs were transfected by the TBX20-overexpressing lentivirus vector and control vector. Compared with the LV-NC group, both mRNA and protein levels of TBX20 were significantly increased in the LV-TBX20 group (Figures 4A,B). After TGF-β1 stimulation, QPCR and Western Blot analyses revealed that overexpressing TBX20 significantly suppressed SMC gene expressions (Figures 4C,D). After PVASCs were induced with the EGM-2 medium for endothelial differentiation for 7 days, a higher expression of EC markers was detected in the LV-TBX20 PVASC group compared with the LV-NC group (Figures 4E,F).

**FIGURE 4:**
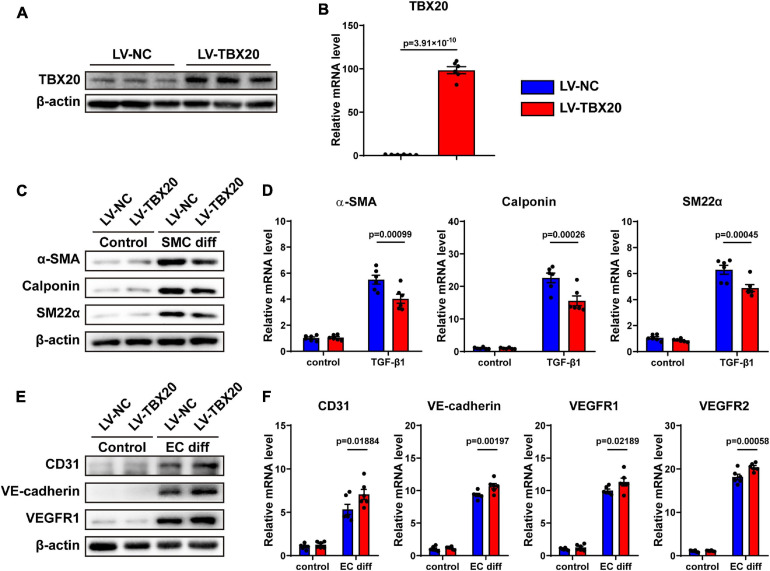
Overexpression of TBX20 suppressed SMC differentiation and promoted EC differentiation. **(A,B)** TBX20 level was significantly upregulated after LV-TBX20 lentivirus transfection, determined with Western Blot **(A)** and QPCR **(B**). **(C,D)** Transfection of PVASCs with LV-TBX20 lentivirus suppressed the level of SMC markers as shown by Western Blot **(C)** and QPCR **(D)**. **(E,F)** Transfection of PVASCs with the LV-TBX20 lentivirus promoted the level of EC markers as shown by Western Blot **(E)** and QPCR **(F)**.

Taken together, these findings suggested that TBX20 suppressed SMC differentiation and promoted EC differentiation. In addition, similar to previous results, overexpression of TBX20 did not affect the migration and proliferation of PVASCs (Supplementary Figures 5A–E). It is interesting that TBX20 could regulate both EC and SMC differentiation where the trends of TBX20 expression are totally inverse during cell differentiation, respectively.

### TBX20 Was Important for the Activation of Smad2/3 Signaling During SMC Differentiation

Hinted by bioinformatic analysis, TBX20^+^ PVASC4 was the only subpopulation responsible for muscle development. We hence explored the underlying mechanism of TBX20 in PVASC differentiation toward SMCs. Control (sh-scramble) and TBX20-knockdown (sh-TBX20) PVASCs were starved for 24 h in the serum-free medium and subsequently treated with TGF-β1 for 15, 30, and 60 min prior to collection for Western Blot of Smad phosphorylation. TBX20 knockdown significantly increased the phosphorylation of Smad2/3 in response to TGF-β1 (Figure 5A). To further determine the role of TBX20 in Smad activation, we examined Smad2/3 nucleus translocation responses to TGF-β1 by immunofluorescence staining in control or TBX20-knockdown cells. We confirmed that Smad2/3 could translocate into the nuclei after TGF-β1 treatment in control cells, and Smad2/3 nuclear translocation was significantly enhanced in TBX20-knockdown cells (Figure 5B). On the other hand, after TBX20 overexpression, phosphorylation and nuclear translocation of Smad2/3 were reduced, compared with the LV-NC group (Figures 5C,D). These suggested a potential mechanism for TBX20 as an effect mediator in regulating Smad2/3 signaling.

**FIGURE 5:**
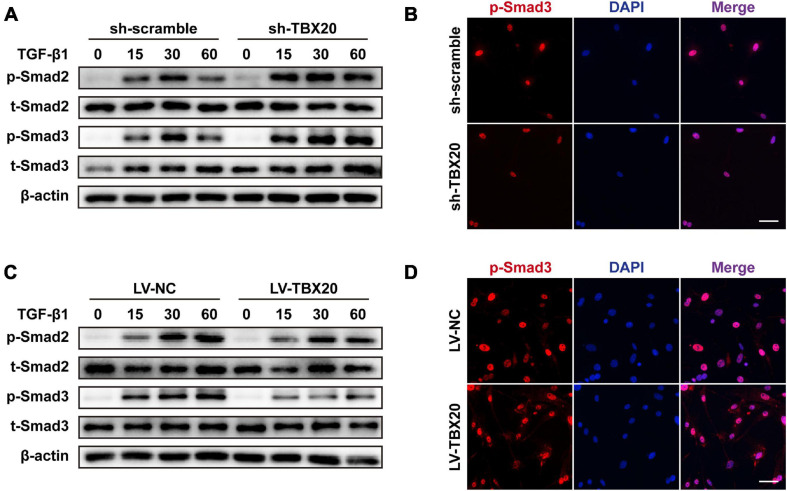
TBX20 was important to the activation of Smad2/3 signaling during SMC differentiation. **(A,C)** PVASCs were incubated with 5 ng/mL TGF-β1 after starving with 2% FBS medium for 24 h, and the samples were harvested at 15, 30, and 60 min. Western Blot analyses detected the phosphorylation of Smad2/3. **(B,D)** Immunofluorescence staining revealed that more Smad3 was translocated into the nuclei in the sh-TBX20 cells and less Smad3 was translocated into the nuclei in the LV-TBX20 cells. Scale bar = 50 μm. Cell nuclei were stained with DAPI.

### Role of TBX20 in Neointimal Hyperplasia After Vascular Injury

Firstly, to exclude the role of TBX20 in other vascular lineage cells, we analyzed single-cell sequencing data of the aorta. Our analysis revealed that all cell types within the aorta hardly expressed TBX20 (Supplementary Figures 6B–E). We also performed QPCR for PVASCs, vascular SMCs, and vascular tunica media, thus excluding the role of TBX20 in resident SMCs (Supplementary Figure 6A). To investigate the role of TBX20 in PVASCs in neointimal hyperplasia, we performed guidewire injury of the femoral artery in mice. Male mice underwent guidewire injury of the femoral artery, followed by transplantation of PVASCs transfected with sh-TBX20 lentivirus or sh-scramble lentivirus, LV-TBX20 lentivirus, or LV-NC lentivirus in Matrigel at the adventitial side of the injured vessel. Four weeks postsurgery, vascular histological staining indicated that TBX20 knockdown promoted intimal hyperplasia. Compared with the sh-scramble group, the intima/media ratio in the sh-TBX20 group was increased (Figures 6A,B). In the transplantation of LV-TBX20 PVASCs after vascular injury, neointima formation was significantly inhibited. Compared with the LV-NC group, the intima/media ratio in the LV-TBX20 group was greatly reduced (Figures 6C,D). Altogether, these findings indicated that TBX20 played a crucial role in neointima hyperplasia in response to endovascular injury.

**FIGURE 6:**
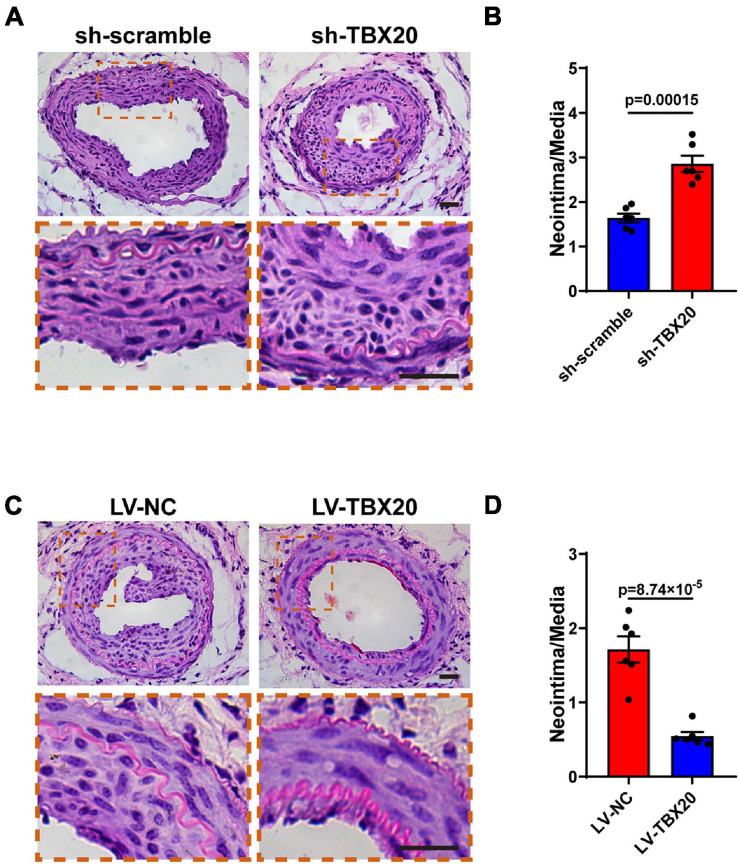
Role of TBX20 in neointimal hyperplasia after vascular injury. **(A,C)** H&E staining of injured femoral arteries at 28 days post PVASCs transplantation. **(B,D)** Quantitative analysis of the area ratio of neointima to media. Scale bar = 50 μm.

## Discussion

Adipose tissues are present at multiple locations. Adipose tissues at different locations are distinct in morphology and composition (Wu et al., 2012). Perivascular adipose tissue (PVAT) draws a lot of attention because of its anatomic location and environmental/metabolic context (Fitzgibbons et al., 2011; Chang et al., 2012, 2020; Padilla et al., 2013). PVAT harbors mesenchymal stem cells, which can be a promising source for stem cell therapies. In the present study, we performed RNA-Seq assay to measure the gene expression of ASCs from subcutaneous, abdominal, and perivascular adipose tissue. Among the top 10 genes specifically expressed in PVASCs, transcriptional factor TBX20 is the only one which had been proved closely related to vascular angiogenesis (Shen et al., 2013; Meng et al., 2018). 

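Among the 1691 genes higher in PVASCs than in both other groups, Tbx20 ranked 1 by the smaller of its log2 fold changes. Ranked by the larger of the adjusted p-values it was 158, and by the difference in mean FPKM it was 1023. By fold change, 3110039M20Rik and Krt13 ranked 2 and 3. Expression in PVASCs was 3.82 ± 0.507 CPM for 3110039M20Rik, 1.91 ± 0.338 CPM for Krt13, 1.06 ± 0.366 CPM for Shh and 1.01 ± 0.430 CPM for Gm43517 (SD, n = 3). These genes had 0 reads in every library of the other groups. On the plus strand of chromosome 12, Gm43517, from 49385174 to 49394127, overlaps 3110039M20Rik, from 49389652 to 49407360. Reads in the overlap cannot be assigned to a single gene.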

With the permission of Professor Pingjin Gao, we reanalyzed her single-cell data of PVASCs and identified a TBX20^+^ subpopulation of PVASCs. Such finding and subsequent GO analysis further consolidated our confidence of TBX20’s role in cell differentiation and vascular remodeling.

Many studies showed the roles of TBX20 regulating cardiac development (Meins et al., 2000; Stennard et al., 2005; Kirk et al., 2007). Few evidences addressing the vascular system indicated that TBX20 mediated angiogenic processes and suppressed endothelial cell injury (Shen et al., 2013; Meng et al., 2018). Moreover, TBX20 overexpression enhanced cardiomyogenic differentiation and inhibited osteogenic differentiation in human adipose-derived MSCs (Neshati et al., 2018; Mollazadeh et al., 2019). In the present study, we demonstrate for the first time that TBX20 simultaneously mediates both SMC and EC differentiation of PVASCs *in vitro* and modulates the neointimal hyperplasia after vascular injury in mice. Our study revealed that TGF-β1, which is of great potency for SMC differentiation (Chen and Lechleider, 2004), significantly downregulated TBX20 expression during PVASC differentiation into SMCs. Phosphorylation of Smad2/3 is one of the canonical pathways in TGF-β1-induced SMC differentiation (Derynck and Zhang, 2003). In our study, we found that TBX20 inhibited the phosphorylation and nucleus translocation of Smad2/3 in response to TGF-β1, suppressing SMC-specific gene expression in PVASCs. Moreover, TBX20 displayed opposite effects on differentiation of PVASCs to ECs and SMCs. TBX20 significantly increased during the differentiation of PVASCs into endothelial cells and TBX20 promoted EC differentiation. Such data suggested that TBX20 might act as a buffer and balance cell fates. Maintaining an appropriate level of TBX20 expression could be meaningful for maintaining homeostasis in vascular remodeling.

PVASCs can differentiate to SMCs, and cell transplantation assays confirmed their involvement in neointimal hyperplasia through migration from the adventitia side to the intima and SMC differentiation (Gu et al., 2019). In the present study, we tested the effects of TBX20 on intimal hyperplasia by means of cell transplantation in the murine femoral artery guidewire injury model. Our data showed that TBX20 overexpression in PVASCs through genetic modification significantly inhibited neointimal proliferation. Moreover, transplantation of TBX20-knockdown PVASCs increased the neointimal hyperplasia. There is still a debate on how mesenchymal stem cells participate in various pathological processes. Cell differentiation, cytokine secretion, and immunomodulation are three mainstream hypotheses. Underlying mechanism of PVASCs participation in neointiaml formation requires additional work. Many strategies were implemented for the prevention of vascular stenosis. For instance, sirolimus-eluting stents have been widely used in coronary artery diseases which can prevent occlusion by inhibiting SMC proliferation (Suzuki et al., 2001). However, in-stent restenosis is still of common occurrence, implying that SMCs should not be the only one to blame. Here we provide a potential therapeutic target for vascular stenosis diseases independent of SMCs, vascular adventitial stem cells, and macrophages.

In conclusion, our study demonstrated that TBX20 could inhibit SMC differentiation and promote EC differentiation *in vitro*. *In vivo*, TBX20 could effectively inhibit neointima formation after vascular injury, which provided a new intervention target for vascular diseases like restenosis.

## Data Availability Statement

The data presented in the study are deposited in the (GEO) repository, accession number (GSE171946).

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Committee of Zhejiang University.

## Author Contributions

YJ, YM, and JS performed the research and drafted the manuscript. HN and YL carried out the cell culture. YuZ and HM participated in the statistical analysis. CL, YiZ, and SD participated in the histological analysis. MX and YX conceived the study and participated in the study design. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

PVASCs: perivascular adipose-derived stem cells
SMCs: smooth muscle cells
ECs: endothelial cells
H&E: hematoxylin–eosin
PVAT: perivascular adipose tissue
α-SMA: smooth muscle α-actin
SM22α: smooth muscle 22 alpha
TGF-β1: transforming growth factor-β1
VEGFR1: vascular endothelial growth factor receptor 1
VEGFR2: vascular endothelial growth factor receptor 2
VEGF: vascular endothelial growth factor
FGF: fibroblast growth factor
EGF: epidermal growth factor
IGF-1: insulin-like growth factor
BSA: bovine serum albumin
CCK8: Cell counting kit-8
PVDF: polyvinylidene difluoride.

# Supplementary material for: TBX20 Contributes to Balancing the Differentiation of Perivascular Adipose-Derived Stem Cells to Vascular Lineages and Neointimal Hyperplasia
**Source:** Front Cell Dev Biol. 2021 Jun 2;9:662704. doi: 10.3389/fcell.2021.662704
**Supplement:** Supplementary file 1

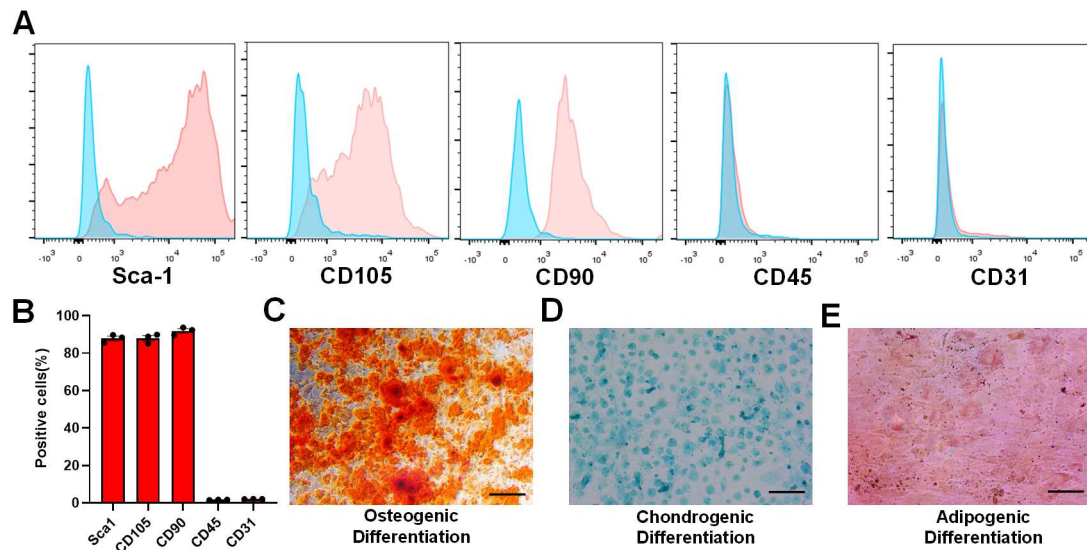

**Supplementary Figure.1**

**A**, Immunophenotype characterization of PVASCs by flow cytometry. **B**, Quantitative analysis of flow cytometry data. **C-E**, PVASCs showed differentiation capacities osteoblasts (**C**), chondroblasts(**D**) and adipocytes (**E**) by specific staining. Scale bar = 200  $\mu$ m

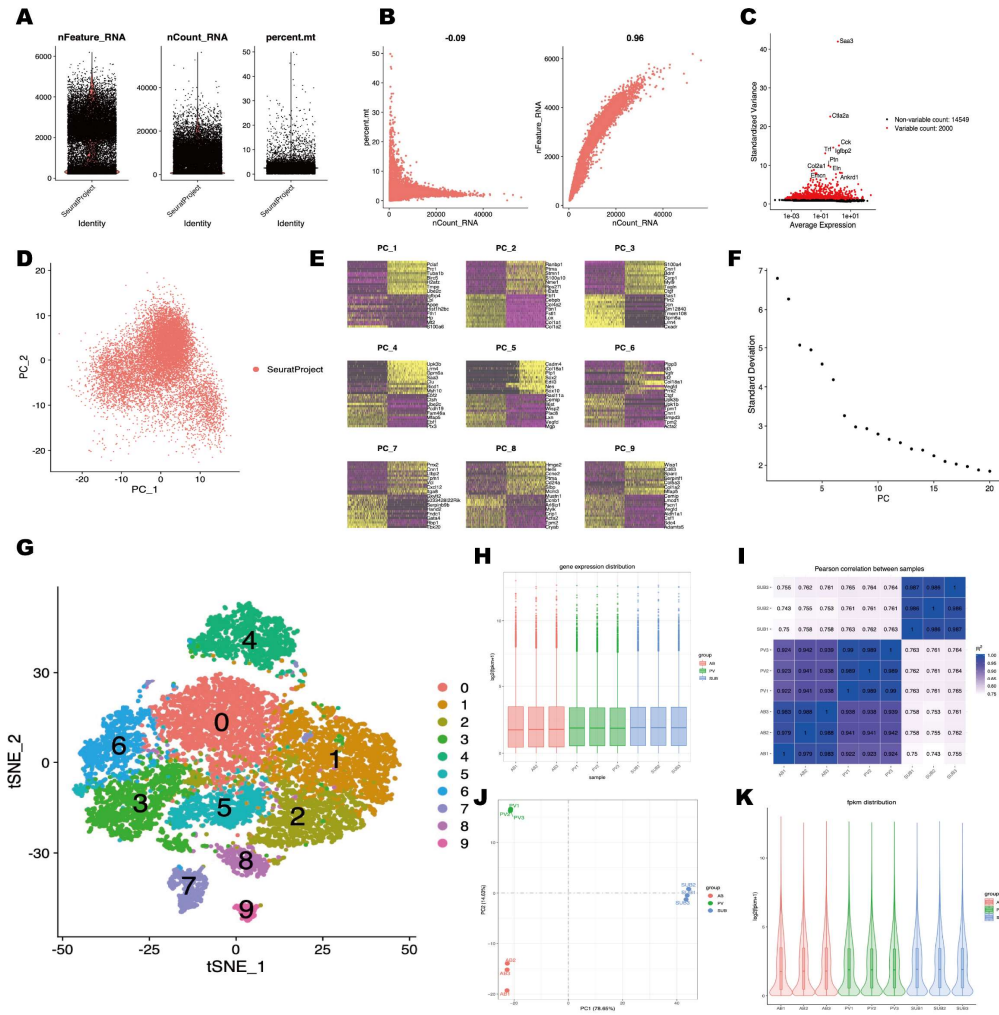

**Supplementary Figure.2**

**A-B**, Violin (**A**) and Scatter (**B**) visualization shows QC metrics and filtering basis. **C**, Variable features plot with labels of 10 most highly variable genes. Red dots correspond to 2,000 highly variable features used in downstream analysis. **D-E**, Dim plot (**D**) and heat map (**E**) Visualization shows principal component analysis (PCA) definition of both cells and features. **F**, Elbow plot shows a ranking of principle components (PCs) and determines the dimensionality of the dataset. **G**, T-SNE representation demonstrates 10 individual clusters. **H-K**, Box plot (**H**), Pearson correlation map (**I**), PCA plot (**J**) and violin plot (**K**) shows FPKM results of gene expression quantitative analysis. **FPKM**, expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced. **t-SNE**, T-Distributed Stochastic Neighbor

Embedding.

**A**

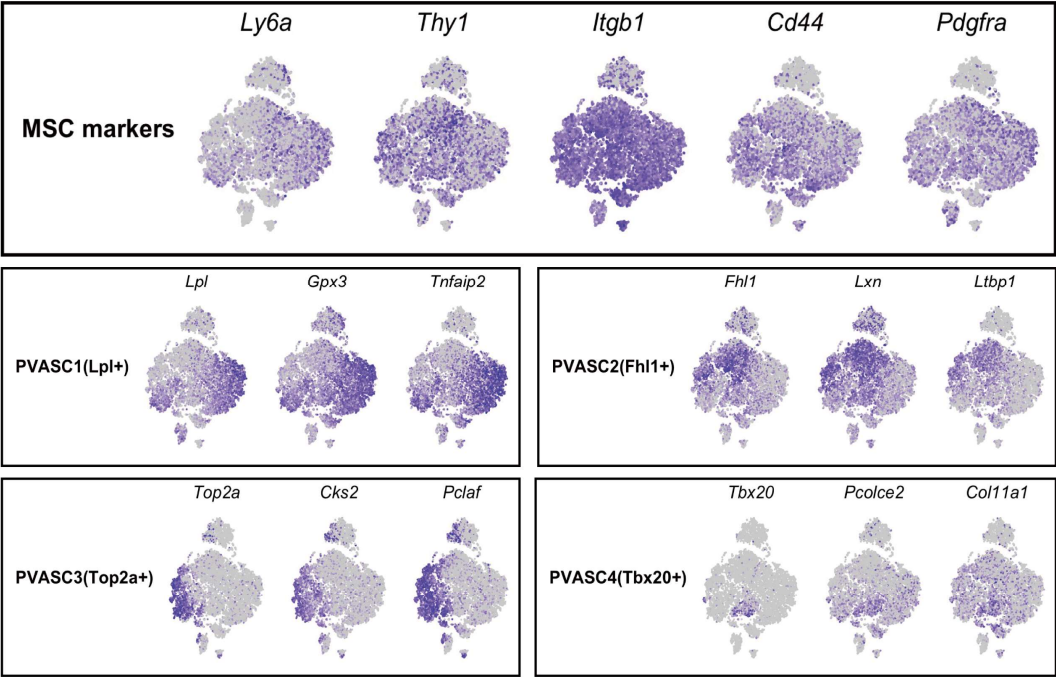

**B**

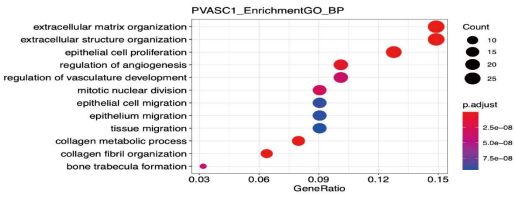

**C**

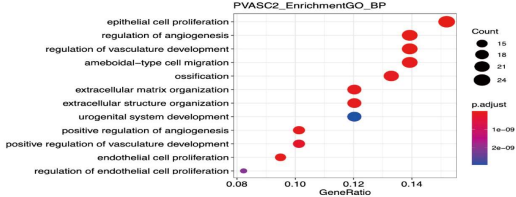

**D**

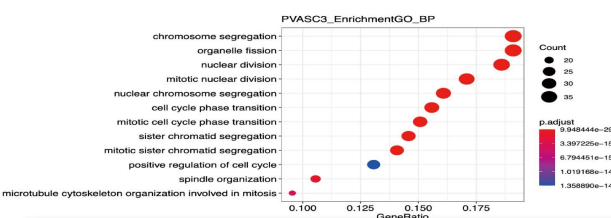

**E**

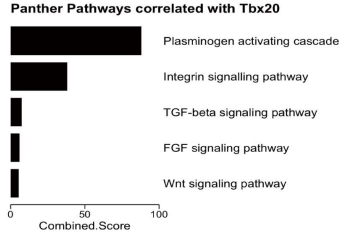

**Supplementary Figure.3**

**A**, Feature plot of MSC markers and top3 marker genes for PVASCs subpopulations. **B to D**, Gene ontology analysis represented the biological process for PVASC1 (**B**), PVASC2 (**C**), PVASC3 (**D**). **E**, Panther pathway of TBX20 correlated genes.

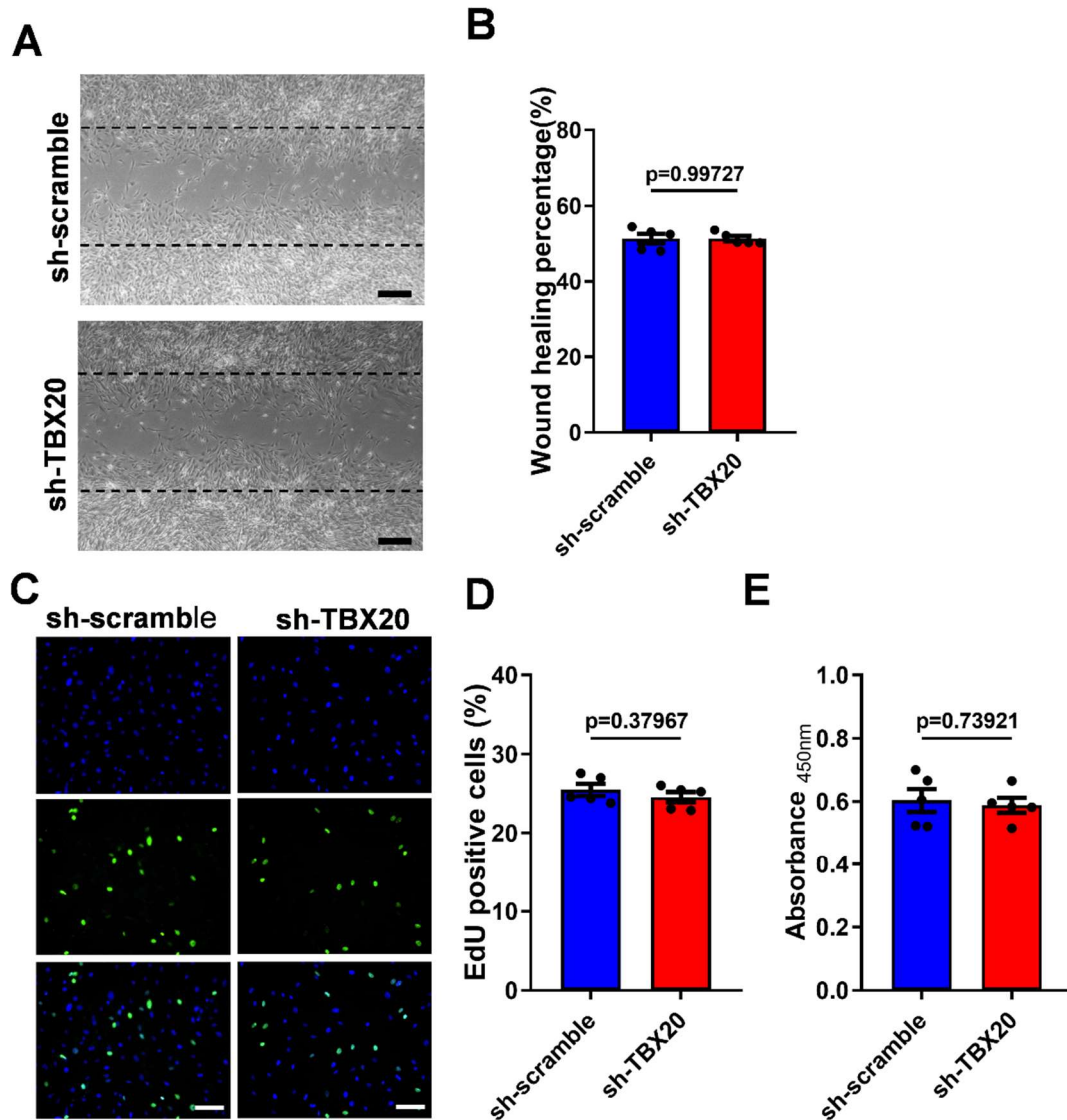

#### Supplementary Figure.4

**A**, Representative images showing the migration of sh-scramble and sh-TBX20 PVASCs was measured by wound-healing migration assay. Scale bar = 200  $\mu$ m

**B**, Quantitative analysis of migration percentage of sh-scramble and sh-TBX20 PVASCs 24 h after scraping. **C**, The proliferation of PVASCs was measured by EdU staining. Green indicated positive staining for EdU. Cell nuclei were stained with DAPI. Scale bar = 100  $\mu$ m. **D**, The proliferation rate was quantified by the percentage of cells positive for EdU. **E**, In CCK8 assay, the proliferation rate of PVASCs was measured by Optical density (OD) at 450 nm.

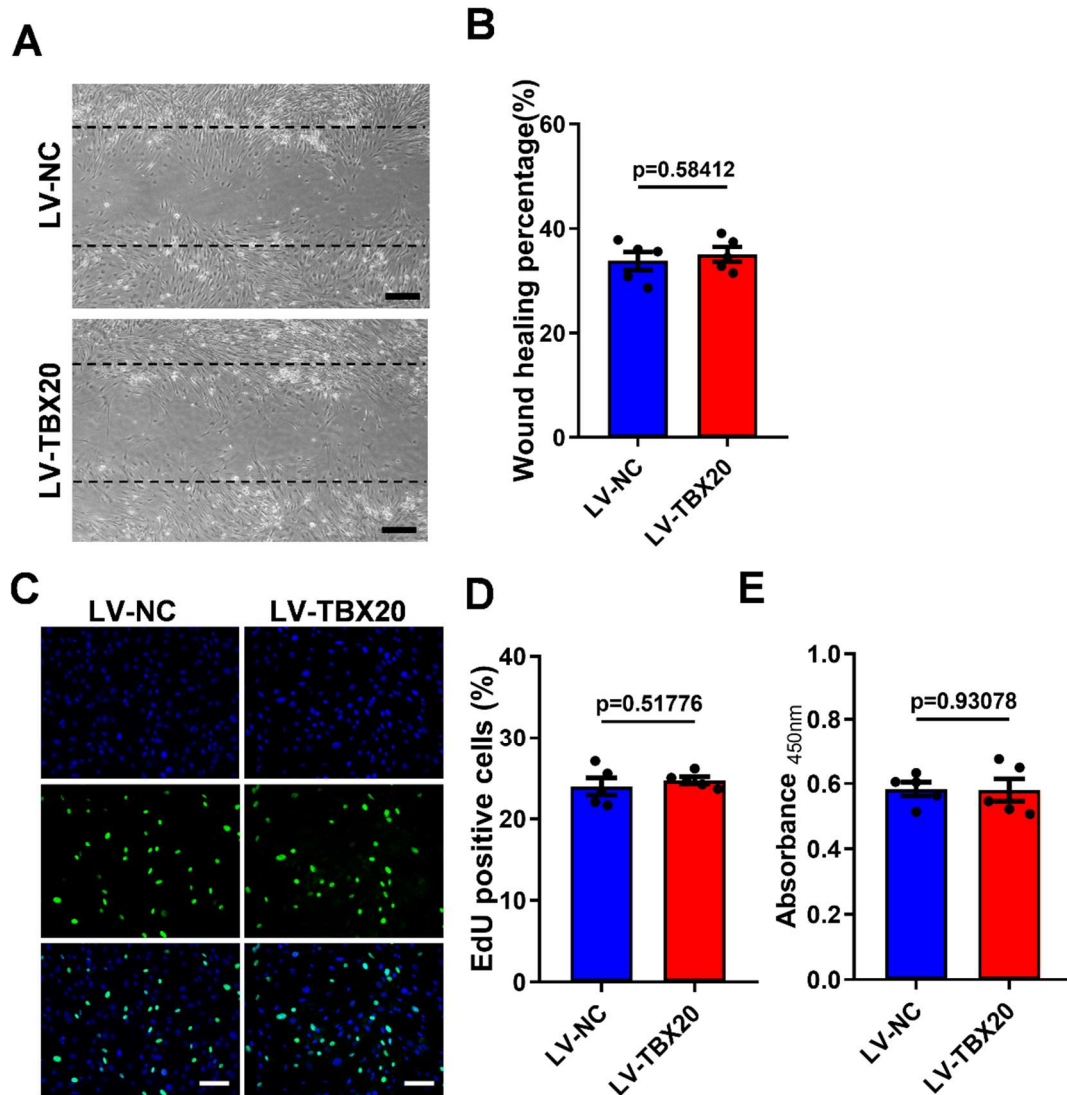

### Supplementary Figure.5

**A**, Representative images showing the migration of LV-NC and LV-TBX20 PVASCs was measured by wound-healing migration assay. Scale bar = 200  $\mu$ m. **B**, Quantitative analysis of migration percentage of LV-NC and LV-TBX20 PVASCs 24 h after scraping. **C**, The proliferation of PVASCs was measured by EdU staining. Green indicated positive staining for EdU. Cell nuclei were stained with DAPI. Scale bar = 100  $\mu$ m. **D**, The proliferation rate was quantified by the percentage of cells positive for EdU. **E**, In CCK8 assay, the proliferation rate of PVASCs was measured by Optical density (OD) at 450 nm.

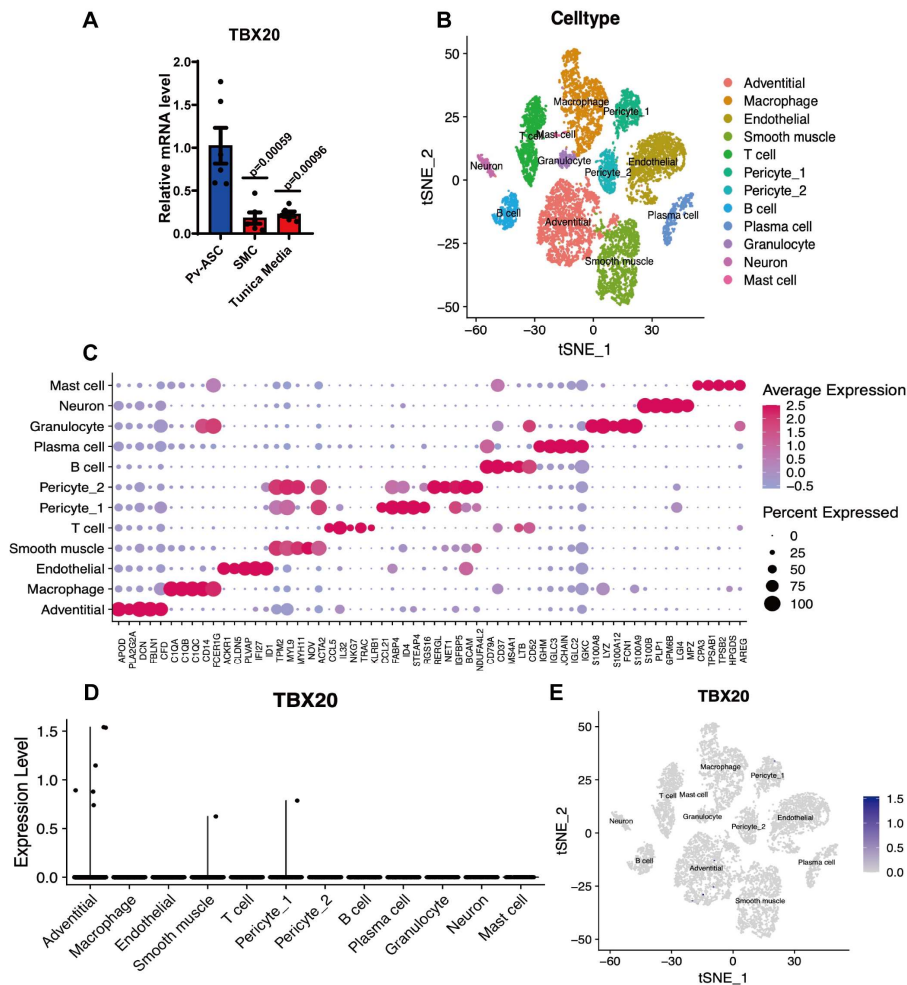

**Supplementary Figure.6**

**A**, QPCR of TBX20 in PVASCs, vascular SMC and vascular tunica media. **B**, T-SNE visualization of single-cell RNA sequencing data for the 12 identified aortic cell types. **C**, Dot plot of top markers in each aortic cell type. **D**, Violin plot of normalized TBX20 transcript expression values in each cell type. **E**, Feature plot of TBX20 expression.

**Supplementary Table1 Primer list**

| Gene          | Forward primer (5'-3') | Reverse primer (5'-3') |
|---------------|------------------------|------------------------|
| TBX20         | AAACCCCTGGAACAATTTGTGG | CATCTCTTCGCTGGGGATGAT  |
| $\alpha$ -SMA | TCCTGACGCTGAAGTATCCGAT | GGCCACACGAAGCTCGTTATAG |
| SM22 $\alpha$ | GATATGGCAGCAGTGCAGAG   | AGTTGGCTGTCTGTGAAGTC   |
| Calponin      | GGTCCTGCCTACGGCTTGTC   | TCGCAAAGAATGATCCCGTC   |
| CD31          | GGACTCACGCTGGTGCTCTA   | AGGAATGACGTAGCTCTCGG   |
| VE-cadherin   | GTGAACCGCCAGAATGCTAA   | CTCTGGCACAGATGCGTTGA   |
| VEGFR1        | CTGCGACCCTCTTTTGGCTC   | CAGTCTCTCCCGTGCAAACCT  |
| VEGFR2        | CTCTGTGGTTCTGCGTGGAG   | CGCTGTCCCCTGCAAGTAAT   |

How the deposited data were processed for this re-analysis (not part of the article)

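Bulk mRNA sequencing of cultured mouse ASCs from subcutaneous, abdominal and perivascular adipose tissue was analysed, with 3 libraries per group and 9 in all, from passages 3 to 6. The samples were assigned to groups from the labels that the authors gave them, which Figure 1A and Supplementary Figure 2 also use. The authors deposited raw counts per gene and library, without normalization or filtering, together with the length, position and biotype of each gene. All per-sample columns were used. The paper's text does not name the aligner, the counting software, the strandedness of the libraries, the genome build or the annotation release. The listed positions were compared with GENCODE M21 on GRCm38, where 53585 of the 54532 genes had the same start and end. The single-cell data, QPCR, Western Blot and animal experiments of the paper were not analysed here.

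Differential expression was tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Low counts were filtered by filterByExpr with the groups, library sizes were normalized by TMM, and all 9 libraries entered 1 fit without covariates, so that the groups shared a dispersion estimate. The quasi-likelihood F-test was used for each pair of groups and for any difference among the groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. Before use, the procedure was tested on simulated data with 200 genes changed in PVASCs. It recovered 176 of them (88%) against Sub-ASCs with 8 unchanged genes called, and 171 (85.5%) against Ab-ASCs with 7 unchanged genes called. In the simulation each gene had the same dispersion in all groups, and every change had an absolute log2 fold change of at least 1. In the real data the variation among replicates ranged from 3.85% in PVASCs to 12.4% in Ab-ASCs. There 84.6% of the genes tested differed among the groups, many of them by less. These rates therefore need not hold for the real data. A gene was counted as detected in a group with at least 1 read over its 3 libraries. FPKM was calculated here from counts, gene length and library total, and 1 was added before taking log2. Errors given with means are SDs over 3 libraries. Where all libraries of a group had at most 3 reads, a fold was calculated against 3 reads in each library and is given as a lower bound.

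Genes were named by a rule set before the data were examined. It covers the 30 genes of Figure 1C, the genes of Supplementary Table 1, the surface markers of Supplementary Figure 1, the marker lists, and the 3 genes per group with the largest smaller log2 fold change against both other groups. Any gene outside this rule is identified as such. Marker lists for interferon response, mesothelial, proliferating, stromal and macrophage cells, Hox genes and Y-chromosome genes were also set in advance. Lists for endothelial, smooth muscle and neuronal genes were added after the data had been seen. The median log2 fold change of a list was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression.

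The alternatives were DESeq2 1.42.0, RLE size factors within edgeR, no low-count filter, at least 10 reads in every library, a fit of only the groups compared, a block for the replicate number, an absolute log2 fold change of at least 1, and leaving out each replicate in turn. For detection, other limits on reads, CPM and FPKM, protein-coding genes and 20 draws of each library down to 20524173 reads were tried. For similarity, a pseudocount of 0.1, the genes passing filterByExpr and TMM-normalized CPM were tried. A correction for gene length and GC content, fitted by loess with a span of 0.5 for each library, was added after the data had been seen. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Primers were matched to the transcript sequences.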

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

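The lists of marker genes were set before the data were examined, as were the tests of donor sex, depth, interferon response, mesothelial cells and Hox position. The tests of cell cycle state, gene length and GC content, genes taking most of the counts and paralogs were chosen only after the results were seen. Each list below holds genes that the paper does not discuss, apart from Krt8 of Figure 1C, and its median differed between Sub-ASCs and the other groups by more than random lists of similarly expressed genes. The median log2 fold change of all genes lay between -0.06 and 0.01 under TMM, RLE and DESeq2 scaling.

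Interferon response genes were higher in Sub-ASCs. The median log2 fold change of the 20 genes was -4.88 in PVASCs and -5.67 in Ab-ASCs against Sub-ASCs, and all 20 genes were significantly lower in both groups (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The central 95% of random lists lay between -0.33 and 0.38 for PVASCs. Reads shared between paralogs were tested by leaving out the 10 genes of paralogous families, which gave -4.97 for PVASCs. After the correction for gene length and GC content the median was -4.78. As neither accounts for the difference, an interferon response in the Sub-ASC cultures is a candidate explanation. Whether it belongs to the depot or to the way these cultures were kept was not tested, since all Sub-ASC libraries are of a single depot. Which cells in these cultures carried it was not tested either.

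Mesothelial genes were higher in PVASCs and Ab-ASCs, with medians of 3.66 and 4.94 against Sub-ASCs. Of the 14 genes tested, 10 were higher and 2 lower in PVASCs. The corrected median for PVASCs was 3.72. Mesothelial cells in the cultures from the abdominal and perivascular depots, or mesothelial expression by the ASCs themselves, may account for it. These cannot be told apart in bulk libraries.

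Proliferation genes were higher in PVASCs and Ab-ASCs, with medians of 3.43 and 3.45, and all 15 genes were significantly higher in both. The corrected median for PVASCs was 3.60. A difference in the cell cycle state of the cultures may therefore account for the difference in these genes. Leaving out 107 listed genes moved the squared correlation of PVASCs and Sub-ASCs only from 0.872 to 0.876. The listed genes themselves thus carried little of the distance between these groups. They are 107 of 54532 genes, so leaving them out cannot tell how much other genes of the same responses or cell types carried. The passage of each culture is given by the paper only as a range of 3 to 6, so a difference in passage was not tested.

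Stromal genes of fibroblasts were lower in PVASCs and Ab-ASCs, with medians of -3.03 and -2.98, and 11 of the 12 genes were significantly lower in PVASCs. The corrected median for PVASCs was -2.98. Posterior Hox genes had medians of -2.73 and -2.68, with 5 lower and 2 higher of the 8 tested in PVASCs, and anterior Hox genes medians of 1.64 and 1.16. After the correction these were -2.60 and 1.78 for PVASCs, and -2.71 and 1.10 for Ab-ASCs. Positional identity of the depot is a candidate explanation for the Hox genes.

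Technical explanations for the distance of Sub-ASCs from the other groups were weighed together. Donor sex was tested by the 4 Y-chromosome genes, which had at least 864 reads in every library, so no library lacked them. With all libraries drawn down to the smallest total, the median squared correlation of PVASCs and Sub-ASCs was 0.871, against 0.872 at full depth. The correction for gene length and GC content left 12121 DEGs between PVASCs and Sub-ASCs, so differences in single genes remained. The squared correlation was not recomputed after it, so this count cannot tell whether such bias adds to the distance. The 10 genes with the most reads took at most 7.88% of a library. None of the other tests explained the distance. The paper names no sequencing or library batches, and none was tested.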

How the results depend on the processing

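The alternatives were set before the data were examined, apart from the correction for gene length and GC content, which was chosen after seeing the data. Over 30 settings, 36 results were recomputed, which gave 439 values. Of these, 385 stayed on the same side of their threshold, or within the spread of replicates or a factor of 1.5 of the reported count, and 54 moved beyond it. No tested direction of a single result reversed, but the order of some counts did, as given below. Tbx20 had 0 reads in both Ab-ASCs and Sub-ASCs, so its comparison between these groups cannot move, which makes up 11 of the 385.

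With an absolute log2 fold change of at least 1, DEGs fell to 7492 among the 3 groups, 5328 between PVASCs and Sub-ASCs, 2551 between PVASCs and Ab-ASCs, and 6241 between Ab-ASCs and Sub-ASCs. Genes higher than in both other groups fell to 674 in PVASCs, 409 in Ab-ASCs and 2214 in Sub-ASCs, which reversed the order of PVASCs and Ab-ASCs. The share of DEGs higher in PVASCs than in Ab-ASCs was 43.5%, and 65.6% with this cutoff. It was 50.9% when only these groups were fitted, so the balance of directions in this pair depends on these settings. Against Sub-ASCs, PVASCs had fewer higher than lower DEGs as reported (5735 and 5893) and more with DESeq2 (5759 and 5666), RLE size factors (5851 and 5773) and the length and GC correction (6245 and 5876). This correction also reversed the order for Ab-ASCs against Sub-ASCs, to 6584 higher and 6116 lower. For PVASCs against Sub-ASCs, the median log2 fold change of all genes was -0.0106 as reported. It was 0.0057 with RLE size factors and 0.0054 with DESeq2, so the order in this near-even balance depends on the scaling. For the length and GC correction the cause of the reversed orders was not tested. Under the other settings the counts of DEGs stayed within a factor of 1.5. DESeq2 shared 97.5%, 95.3% and 98.4% of the reported DEGs of PVASCs against Sub-ASCs, PVASCs against Ab-ASCs and Ab-ASCs against Sub-ASCs. With the replicate block in place of no pairing, the counts were 13814, 11458, 9183 and 12302, and 1640, 3356 and 4658 genes were higher than in both other groups in PVASCs, Ab-ASCs and Sub-ASCs. Mean correlations of same-numbered libraries were 0.00214, -0.0623 and 0.0849. Single values for Ab-ASCs and Sub-ASCs ranged from -0.266 to 0.410. Across fits that each left out a replicate, DEGs ranged from 13665 to 14419, 10954 to 11040, 8294 to 9675 and 11976 to 12714, and genes higher than in both other groups from 1472 to 1861, 3070 to 3580 and 4466 to 5146.

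Tbx20 kept its direction and significance against Sub-ASCs and Ab-ASCs in every setting that could test it. Its log2 fold change lay between 10.66 and 11.38 and between 10.43 and 11.30, and its largest adjusted p-values were 1.00e-06 and 4.35e-06, both with the replicate block. A limit of at least 10 reads in every library removes the gene, so that setting gives no value. Its rank of 1 among genes higher in PVASCs became 158 by adjusted p-value and 1023 by the difference in mean FPKM. By adjusted p-value, the first 10 genes held 0, 0 and 1 of the Figure 1C genes of PVASCs, Ab-ASCs and Sub-ASCs, and by the difference in mean FPKM 0, 0 and 0. Leaving out a replicate gave 6 to 8, 6 to 7 and 7 to 9. With at least 10 reads in every library, none of the 30 genes of Figure 1C is tested, so 0, 0 and 0 are called. Without a low-count filter, 10 of the Ab-ASC genes are called.

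Genes detected in a single group depended on the limit. A limit on reads, CPM or FPKM applied to every group, so genes with reads below it in the other groups were counted too. In the order PVASCs, Ab-ASCs and Sub-ASCs, there were 1123, 245 and 1134 with at least 10 reads, 403, 140 and 734 with a mean of at least 1 CPM, 481, 182 and 882 with a mean FPKM above 1, and 489, 244 and 460 among protein-coding genes. A mean FPKM above 0.1 gave 1160 and 562 for PVASCs and Ab-ASCs, and 1 read in each library gave 414 for Ab-ASCs. With a replicate left out, the ranges were 1398 to 1506, 625 to 730 and 1448 to 1498. PVASCs had more such genes than Sub-ASCs as reported and among protein-coding genes, and fewer under each of the other limits on reads, CPM and FPKM and at equal depth. Depth limits these counts, since a gene at 1 or 2 reads in a group can be missed in another by counting error.

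The squared correlation of PVASCs and Ab-ASCs, PVASCs and Sub-ASCs, and Ab-ASCs and Sub-ASCs was 0.950, 0.887 and 0.880 with a pseudocount of 0.1, 0.939, 0.746 and 0.738 for genes passing filterByExpr, and 0.975, 0.911 and 0.905 for TMM-normalized CPM. The order of the pairs was the same in each. With a replicate left out, they ranged from 0.959 to 0.965, 0.871 to 0.872 and 0.860 to 0.864. The first component held 58.5% of the variance with the pseudocount of 0.1 and 80.3% for genes passing filterByExpr. It ranged from 71.8% to 80.1% with a replicate left out, and the second component from 13.5% to 20.4%. Of the marker lists, the interferon, proliferation, mesothelial and stromal medians of PVASCs and Ab-ASCs, and the Hox and macrophage medians of PVASCs, all against Sub-ASCs, were recomputed with RLE size factors, DESeq2, the replicate block, the length and GC correction, and each replicate left out. Each kept its direction and stayed outside the central 95% of random lists drawn again under each alternative, a comparison added after seeing the data. With a replicate left out, the medians ranged from -3.52 to -2.73 for posterior and from 1.28 to 1.76 for anterior Hox genes. The macrophage median as reported was -1.01 in PVASCs against Sub-ASCs. Of its 12 genes, 10 were significantly lower and 2 higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Ab-ASCs against Sub-ASCs it was -0.76, which lay inside the central 95% of random lists.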

Differences from the paper's values

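The squared correlations between libraries are higher here than in the paper. For PVASCs and Ab-ASCs the median was 0.964, and the paper shows about 0.93 in Supplementary Figure 2I, read by eye. For PVASCs and Sub-ASCs it was 0.872, and the paper shows about 0.76 in Supplementary Figure 2I, read by eye. For Ab-ASCs and Sub-ASCs it was 0.863, and the paper shows about 0.75 in Supplementary Figure 2I, read by eye. None of the alternatives set before the data were examined brought any of these values within the spread of the library pairs. The nearest were the values for genes passing filterByExpr, at 0.939, 0.746 and 0.738. The spread used as the limit (SD 0.00573, 0.000557 and 0.00477) is narrower than the last digit of the readings, so it is strict for them. The paper's text does not state which genes entered its correlations.

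Figure 1C shows 10 genes high in Ab-ASCs, of which Gm10800, Nr5a1, AU023762 and Gm2774 were not called here, since filterByExpr left them untested. Without a low-count filter all 10 were called. Leaving out Ab-ASC replicate 3, or any PVASC or Sub-ASC replicate, 7 were called.

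The genes of Figure 1C are the paper's top 10 per group. Ranked here by the smaller log2 fold change against both other groups, the first 10 held 7, 6 and 8 of them in PVASCs, Ab-ASCs and Sub-ASCs. In PVASCs, Gm5420, Slc6a3 and Lin28b, named after their values were seen, were among the first 10 here and are not in Figure 1C. Lingo3 and Cpb1, which Figure 1C shows, ranked 11 and 13. With DESeq2 the first 10 held 9, 6 and 9. No setting tried gave all 10 of a group.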

Other observations

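The tests of depth and counting noise in the comparison of PVASCs with Ab-ASCs, and the splits of the libraries, were set before the data were examined. All other tests in this part were chosen only after the results were seen.

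The excess of genes detected only in PVASCs over genes detected only in Ab-ASCs was 993. With each library drawn down to the smallest total it was 695 (median of 20 draws), so depth does not explain all of it. Fewer than 10 reads were counted for 97.4% of these genes in PVASCs and 99.4% in Ab-ASCs. As the share was as high in Ab-ASCs, it cannot tell whether counting noise in genes with few reads is behind the excess. Of these genes, 50 in PVASCs and 6 in Ab-ASCs had at least 10 reads. A small part of the excess thus lay in genes with more reads. Against Sub-ASCs the excess was 98 genes, and at equal depth it was -133, so the order of PVASCs and Sub-ASCs may be due to depth. No biological explanation was tested for these counts.

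Other groupings of the libraries were tested as well. Of the 280 ways to split the 9 libraries into 3 groups of 3, 36 part all same-numbered libraries as the real split does. In 1 of these 36, the real one, there were as many DEGs among groups, and the same held for genes higher in PVASCs, in Ab-ASCs and in Sub-ASCs than in both other groups. The largest numbers in the others of these splits were 8472, 336, 651 and 3796. Of the remaining splits, which put some same-numbered libraries together, 24 were drawn at random and fitted. They gave at most 1352 DEGs among groups, and at most 347 genes higher in PVASCs and 593 in Ab-ASCs. For each pair of groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, a share that 3 libraries against 3 cannot go below. Only 4 of the 10 part all same-numbered libraries.

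Ab-ASC replicate 1 differed from the other Ab-ASC libraries. The SD of its deviation from the mean of the other libraries of its group was 0.345 (log2) across 12613 genes, against 0.263 and 0.215 for Ab-ASC replicates 2 and 3. The deviation had a Spearman correlation across these genes, which are not independent, of 0.508 with GC content and -0.409 with gene length. The deviations of the 3 libraries of a group sum to 0, so they are not independent within a group. Correlations with GC content were also found in Sub-ASC replicates 2 (-0.452) and 3 (0.402), so a GC trend is not particular to this library. The correction for length and GC content reduced the SD for Ab-ASC replicate 1 to 0.274. Drawn down to equal depth, replicates 1 and 2 had a chi-square per degree of freedom of 28.0, against 3.88 for replicates 2 and 3, so library size does not explain the difference. A GC-dependent bias is a candidate explanation for part of it, and no biological explanation was tested.

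Y-chromosome genes were present in all libraries and lower in Ab-ASCs, with a median log2 fold change of 1.17 in PVASCs against Ab-ASCs. After the correction for length and GC content the median was 0.37, so GC or length bias may account for most of the difference from PVASCs. Against Sub-ASCs, the median of Ab-ASCs was -1.24 before and -0.73 after the correction, so such bias accounts for less of that difference. All 4 genes stayed significantly lower in Ab-ASCs than in both other groups after the correction. Against PVASCs, their median lay at percentile 96.9 of the random lists, inside the central 95%. Loss of the Y chromosome in part of the Ab-ASCs can be neither supported nor excluded by this test.

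Endothelial genes were higher in PVASCs, with a median log2 fold change of 2.97 against Ab-ASCs and 1.89 against Sub-ASCs, and 13 of the 15 genes were significantly higher than in Ab-ASCs. Against Sub-ASCs, 12 were significantly higher and 2 lower. The correction left 3.07 against Ab-ASCs. Endothelial cells in the PVASC cultures, or expression of these genes by the PVASCs, may be the source, and bulk libraries cannot tell these apart. By flow cytometry the paper finds PVASCs negative for CD31 and CD45 and positive for Sca1, CD90 and CD105. In the PVASC libraries, Pecam1 (CD31) was at 180 ± 2.26 CPM, Ptprc (CD45) at 2.81 ± 0.476 CPM, Ly6a (Sca1) at 111 ± 4.45 CPM, Thy1 (CD90) at 883 ± 19.1 CPM and Eng (CD105) at 328 ± 10.6 CPM (SD, n = 3). Ly6a was at 2049 ± 115 CPM in Sub-ASCs and 21.8 ± 3.42 CPM in Ab-ASCs (SD, n = 3). Messenger RNA and surface protein were not measured in the same cells.

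Smooth muscle genes were higher in PVASCs and Ab-ASCs than in Sub-ASCs, with medians of 4.87 and 5.54, and all 11 genes tested were significantly higher in both. The correction left 5.02 for PVASCs. Acta2 (α-SMA) was at 2505 ± 80.3 CPM in PVASCs, 4436 ± 537 CPM in Ab-ASCs and 52.7 ± 2.91 CPM in Sub-ASCs (SD, n = 3). Smooth muscle-like cells in these cultures may contribute. A difference in culture conditions was not tested.

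Nkx6-1 and Shh, which Figure 1C shows high in PVASCs, act in neural development. A list of neuronal genes had a median of 2.05 in PVASCs against Ab-ASCs and 2.31 against Sub-ASCs. Of the 9 genes tested, 6 were significantly higher than in Ab-ASCs and 2 lower. The correction for length and GC content left medians of 1.66 against Ab-ASCs and 2.37 against Sub-ASCs. The expression of these genes in PVASCs was low. The highest were Gap43 and Map2, named after their values were seen, at 6.71 ± 0.319 CPM and 5.22 ± 0.740 CPM (SD, n = 3). Syt1, Elavl3 and Rbfox3 of the list, also named after their values were seen, had too few reads to be tested. A small number of neural cells in the PVASC cultures may explain the higher medians, and it was not tested whether Tbx20 comes from the same cells.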
